# Analysis of hepatic transcript profile and plasma lipid profile in early lactating dairy cows fed grape seed and grape marc meal extract

**DOI:** 10.1186/s12864-017-3638-1

**Published:** 2017-03-23

**Authors:** Denise K. Gessner, Anne Winkler, Christian Koch, Georg Dusel, Gerhard Liebisch, Robert Ringseis, Klaus Eder

**Keywords:** Transcriptomics, Lipidomics, Dairy cow, Early lactation, Liver, Polyphenols, Grape seed and grape marc meal extract, Endoplasmic reticulum stress, Inflammation

## Abstract

**Background:**

It was recently reported that dairy cows fed a polyphenol-rich grape seed and grape marc meal extract (GSGME) during the transition period had an increased milk yield, but the underlying reasons remained unclear. As polyphenols exert a broad spectrum of metabolic effects, we hypothesized that feeding of GSGME influences metabolic pathways in the liver which could account for the positive effects of GSGME in dairy cows. In order to identify these pathways, we performed genome-wide transcript profiling in the liver and lipid profiling in plasma of dairy cows fed GSGME during the transition period at 1 week postpartum.

**Results:**

Transcriptomic analysis of the liver revealed 207 differentially expressed transcripts, from which 156 were up- and 51 were down-regulated, between cows fed GSGME and control cows. Gene set enrichment analysis of the 155 up-regulated mRNAs showed that the most enriched gene ontology (GO) biological process terms were dealing with cell cycle regulation and the most enriched Kyoto Encyclopedia of Genes and Genomes pathways were p53 signaling and cell cycle. Functional analysis of the 43 down-regulated mRNAs revealed that a great part of these genes are involved in endoplasmic reticulum (ER) stress-induced unfolded protein response (UPR) and inflammatory processes. Accordingly, protein folding, response to unfolded protein, unfolded protein binding, chemokine activity and heat shock protein binding were identified as one of the most enriched GO biological process and molecular function terms assigned to the down-regulated genes. In line with the transcriptomics data the plasma concentrations of the acute phase proteins serum amyloid A (SAA) and haptoglobin were reduced in cows fed GSGME compared to control cows. Lipidomic analysis of plasma revealed no differences in the concentrations of individual species of major and minor lipid classes between cows fed GSGME and control cows.

**Conclusions:**

Analysis of hepatic transcript profile in cows fed GSGME during the transition period at 1 week postpartum indicates that polyphenol-rich feed components are able to inhibit ER stress-induced UPR and inflammatory processes, both of which are considered to contribute to liver-associated diseases and to impair milk performance in dairy cows, in the liver of dairy cows during early lactation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3638-1) contains supplementary material, which is available to authorized users.

## Background

The transition period spanning the time period between week 3 prepartum and week 3 postpartum represents the most critical period in the productive life of high-yielding dairy cows. With the onset of lactation, commonly a pronounced negative energy balance (NEB) is emerging due to the fact that feed intake is limited in this phase while energy demand is strongly increasing by milk production. NEB leads to a strong lipolysis of triacylglycerols (TAG) in adipose tissue, leading to the release of a large amount of non-esterified fatty acids (NEFA) into the circulation [1]. Approximately one-third of the whole body NEFA-flux is taken up into the liver. As the capacity of the liver for β-oxidation of fatty acids is limited during this phase, a part of the NEFA is esterified to TAG. Thus, a pronounced NEB during early lactation undoubtedly is involved in the development of liver-associated diseases such as fatty liver and ketosis [2]. Newer studies have shown that, besides metabolic stress induced by NEB, the liver of early lactating cows is also exposed to diverse inflammatory challenges. The inflammatory challenges, which include microbial components, pro-inflammatory cytokines and reactive oxygen species, typically result from infectious diseases, like endometritis and mastitis, but also from gastrointestinal disorders, like subacute rumen acidosis and abomasal displacement [3–5]. Both infectious diseases and gastrointestinal disorders frequently occur during parturition or the beginning of lactation. Due to of this, transition dairy cows develop an inflammation-like condition in the liver [4, 6]. Although this inflammation is mostly of subclinical nature, it is of great impact for health and performance of cows during early lactation [7].

Recently, it has been found that metabolic and inflammatory stress induces stress of the endoplasmic reticulum (ER) in the liver of early lactating cows [8]. ER stress is defined as an imbalance between the folding capacity of the ER and the protein load. As a consequence, unfolded and misfolded proteins accumulate in the ER lumen, thereby, disturbing ER homeostasis [9]. It is known from studies in humans and rodents that this causes activation of an adaptive response, termed unfolded protein response (UPR). While the aim of the UPR is to rapidly restore ER function [9], chronic activation of the UPR, as observed in obese or diabetic rodent models or induced by application of chemical ER stress inducers, causes various hepatic symptoms similar to those observed in periparturient dairy cows. Therefore, it has been proposed that ER stress-induced UPR contributes to the pathophysiologic conditions commonly observed in the liver of periparturient cows, like fatty liver, ketosis or inflammation [10].

Polyphenols are members of a large family of plant-derived compounds classified as flavonoids and non-flavonoids. Numerous studies in humans and rodents have shown that polyphenols are exerting antioxidative, antiinflammatory, cardioprotective, cancer chemopreventive and neuroprotective properties [11, 12]. In a recent study, we investigated the hypothesis that feeding grape seed and grape marc meal extract (GSGME), an inexpensive byproduct of wine and grape juice processing rich in flavonoids, to dairy cows might attenuate inflammation and ER stress in the liver during the transition period [13]. In that study, cows fed GSGME during the transition period had an increased milk yield and had a reduced mRNA concentration of fibroblast-growth factor (FGF)-21, a stress hormone, in the liver at week 1 and week 3 postpartum. Relative mRNA concentrations of various hepatic genes of inflammation and ER stress in the liver were decreased by 20-50% in the cows fed GSGME in comparison to the control group. However, as mRNA concentrations of these genes were not statistically significant different between the two groups of cows, the effect of polyphenols on hepatic inflammation and ER stress remains unclear. As polyphenols are exerting a broad spectrum of metabolic effects [14–16], we hypothesized that feeding of GSGME might influence other metabolic pathways in the liver which could account for the positive effects of GSGME observed in cows during early lactation. In order to investigate this hypothesis, we used a genome-wide transcript profiling technique to explore changes in the hepatic transcriptome of cows supplemented with GSGME during the transition period. A main advantage of large-scale screening technologies like transcriptomics is that changes in the complete transcriptome can be assessed simultaneously, despite only small amounts of tissue, e.g. biopsy samples, being available. Using this technique in dairy cows has strongly increased understanding of the hepatic molecular adaptations occurring in the periparturient period [17–19]. Transcriptomics in combination with the analysis of selected blood metabolites and animal performance parameters facilitates to relate changes in the hepatic transcriptome to alterations of liver function during the periparturient period [17–19].

Recently, a gene-based mapping and pathway analysis of metabolic traits in dairy cows figured out that hepatic genes of glycerophospholipid metabolism (e.g., lysophosphatidylcholine acyltransferase 1) are closely linked to plasma concentrations of NEFA, β-hydroxybutyrate (BHBA) and glucose, three key factors of the metabolic status of dairy cows during early lactation [20]. Moreover, signaling lipids, such as ceramides, are implicated in pathways regulating inflammation [21, 22]. As polyphenols have been shown to exert pronounced effects on hepatic lipid metabolism, particularly under pathological conditions [23], we further aimed to find out whether feeding of GSGME could influence metabolism of glycerophospholipids and ceramides. Therefore, we performed a lipidomic analysis of plasma samples.

## Methods

### Animal experiment

For this investigation, we used liver and plasma samples collected at 1 week postpartum of an experiment with dairy cows [13]. At this time point, both metabolic and inflammatory stress markers, such as plasma NEFA, plasma BHBA and hepatic mRNA concentrations of acute phase proteins (APPs), were increased most compared to later sampling time points (week 3 and week 5) in this study and another study [13, 24]. In this experiment, 28 Holstein cows with an average parity number of 2.8 were used as experimental animals. The experiment was conducted at the Educational and Research Centre for Animal Husbandry Hofgut Neumühle in Rhineland-Palatinate (Münchweiler an der Alsenz, Germany); the experimental protocol was approved by the Provincial Government of Coblenz, Germany (23 177–07/G12–20–074). The cows were assigned into 2 experimental groups, either a control group (*n =* 14) or a group supplemented with GSGME (GSGME group; *n =* 14), each consisting of 10 multiparous and 4 primiparous cows and having a similar average parity number (control group: 2.8, GSGME group: 2.9). In the period between week 3 prepartum and calving, a total mixed ration (TMR) was fed which was calculated to meet the demand of net energy (NE) and crude protein (CP) requirement of a dry cow with a BW of 650 kg and an assumed dry matter intake (DMI) of 12 kg/d, according to the German Society of Nutrition Physiology [25]. After calving, all animals were offered a basal TMR calculated to meet the demand of net energy and CP requirement for producing 34 kg of milk, with an assumed daily DMI of 22 kg [13]. Feed components were collected fortnightly and analyzed according to the official methods of Verband der Deutschen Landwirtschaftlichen Untersuchungs- und Forschungsanstalten [26]. The analyzed chemical composition of the TMR offered during dry period and lactation was in average of control and GSGME group as follows (per kg DM): 6.5 and 6.8 MJ NE_L_, 140 and 166 g CP, 383 and 356 g neutral detergent fiber. More details on the analytical composition of the TMR have been published recently [13]. In the time period from 3 week before the expected calving date until week 9 postpartum, the basal TMR of the GSGME group was supplemented with 1% of GSGME (Antaox, Dr. Eckel, Niederzissen, Germany) based on DM content. The GSGME product used had a total flavonoid content of 52 mg gallic acid equivalents per gram. The TMR of the control group was supplemented with 1% of wheat bran for an energetic adjustment. Although the NE_L_ content of the GSGME used in this study was slightly lower (3.64 MJ NE_L_/kg DM [27]) than that of wheat bran (4.18 MJ NE_L_/kg DM) [28], the NE_L_ content of the TMR between the two groups was nearly identical due to the small proportion of GSGME and wheat bran, respectively, in the TMR [13].

### Blood samples and liver biopsies

Each cow was separated from the herd for blood sampling and liver biopsy procedure. Blood was taken from the vena caudalis at week 1 (day 7 postpartum ± 2 d) using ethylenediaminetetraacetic acid-coated collection tubes (S-Monovette, Sarstedt, Nümbrecht, Germany). Plasma was separated from blood cells by centrifugation, and the plasma samples were stored at −20 °C until analysis. Liver biopsies were taken after sampling of blood according to the protocol recently described [13] and immediately snap-frozen in liquid nitrogen and stored at −80 °C until further analysis.

### RNA isolation

Total RNA was isolated from liver samples using Trizol according to the manufacturer’s protocol and stored at −80 °C. Prior to sample processing at the Centre of Excellence for Fluorescent Bioanalytics (KFB) at the University of Regensburg, the concentration and integrity of RNA was analyzed using an Agilent 2100 Bioanalyzer (Agilent technologies, Böblingen, Germany). The total RNA concentrations, optical density A260/A280 ratios, RNA integrity number (RIN) values and starting total RNA amounts of all samples were 0.59 ± 0.08 μg/μL, 1.93 ± 0.03, 6.6 ± 0.5 and 3.8 ± 0.5 μg (mean ± SD, *n =* 12), respectively.

### Microarray hybridization

For microarray analysis, six RNA samples each of the control group (*n =* 6) and the GSGME group (*n =* 6) were selected. The six RNA samples of each group consisted of five samples randomly selected from the multiparous cows and one sample randomly selected from the primiparous cows. Both groups had a similar average parity number (control group: 2.5, GSGME group: 2.3). Total RNA samples were processed according to the GeneChip WT Plus Reagent Kit (Affymetrix, High Wycombe, UK). In brief, total RNA was transcribed to first strand and second strand complementary DNA (cDNA). Then, complementary RNA (cRNA) was synthesized and amplified by *in vitro*-transcription of the second-stranded cDNA template using T7 RNA polymerase. After purification of cRNA and assessing cRNA yield and quality, single-stranded (ss) cDNA was synthesized by reverse transcription of cRNA using 2^nd^-cycle primers. The ss cDNA was purified and checked again for yield and quality. The purified ss cDNA was fragmented and the fragmented cDNA labeled by terminal deoxynucleotidyl transferase using the Affymetrix proprietary DNA labeling reagent that is covalently linked to biotin. Finally, the labeled ss cDNA was hybridized to the Affymetrix GeneChip Bovine Gene 1.0 Sense Target array representing approximately 23,000 bovine transcripts. After hybridization arrays were washed and stained with the Affymetrix GeneChip Fluidics station 450. Finally, arrays were scanned with an Affymetrix GeneChip scanner 3000. The quality of hybridization was assessed in all samples following the manufacturer’s recommendations. The microarray data have been deposited in MIAME compliant format in the NCBI’s Gene Expression Omnibus public repository ([29]; GEO accession no. GSE86368).

### Microarray analysis

After scanning the microarrays, cell intensity files containing a single intensity value for each probe cell were computed from the image data with the Affymetrix GeneChip Command Console Software. Background correction and normalization of probe cell intensity data was performed with Affymetrix Expression Console software using the Robust Multichip Analysis (RMA) algorithm. This algorithm is a log scale multi-chip analysis approach fitting a robust linear model at the probe level to minimize the effect of probe-specific affinity differences. Expression levels of transcripts are measured using log transformed perfect match values, after carrying out a global background adjustment and across microarray normalization [30]. The microarrays were annotated using the Affymetrix BovGene-1_0-st-v1_Probeset_Release 36 annotation file. Transcripts were defined as differentially expressed when the fold-change (FC) between GSGME group and control group was > 1.3 or < −1.3 and the *P-*value of the unpaired Student’s t-test (two-tailed distribution, two-sample equal variance) for each transcript was < 0.05. False discovery rates (FDR) according to Benjamini-Hochberg multiple testing correction were also calculated. However, the FDR value was not applied as a cut off criterion, since the FDR-corrected *P-*values for all 23,000 transcripts were > 0.05.

### Bioinformatic prediction of mRNA targets of differentially expressed miRNAs

Bioinformatic prediction of mRNA targets for differentially regulated miRNAs was performed using TargetScan release version 7.1 (http://www.targetscan.org/vert_71/) for the species “cow”. TargetScan predicts biological targets of miRNAs by searching for the presence of conserved 6 to 8mer sites matching the seed region of each miRNA [31]. In mammals, predictions are ranked based on the predicted efficacy of targeting as calculated using cumulative weighted context++ scores of the sites [32]. A cumulative weighted context++ score < −0.20 was used as cut off criterion for predicting mRNAs targets.

### Gene set enrichment analysis

To extract biological meaning from the identified differentially expressed transcripts and predicted mRNA targets, gene set enrichment analysis (GSEA) with a modified Fisher’s exact test was performed in order to identify enriched Gene Ontology (GO) terms within GO categories (biological process, molecular function, cellular component) and enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways using the Database for Annotation, Visualization and Integrated Discovery (DAVID) 6.7 bioinformatic resource [33, 34]. GO terms and KEGG pathways were defined as enriched if the FDR-adjusted *P-*value according to the Benjamini-Hochberg correction was < 0.05. GSEA was performed separately for the up- and down-regulated mRNAs and predicted mRNAs, respectively. The rationale of performing GSEA separately for the up- and down-regulated transcripts and not for all differentially expressed transcripts together is that results from GSEA are better to interpret, i.e. based on this approach it is assumed that biological processes or molecular functions and pathways identified as enriched within up-regulated genes are probably activated, whereas those enriched with down-regulated genes are likely inhibited.

### Quantitative real-time polymerase chain reaction (qPCR) analysis

Microarray data of 25 differentially expressed mRNAs were validated by qPCR. For qPCR analysis, total RNA from all cows (*n =* 14 per group) was used to generate cDNA by reverse transcription. The cDNA was synthesized using a Mastermix containing 1.2 μg of total RNA, 100 pmol oligo(dT)18 primer (Eurofins MWG Operon, Ebersberg, Germany), 1.25 μL dNTP mix (10 mM, GeneCraft, Lüdinghausen, Germany), 5 μL 5× RT reaction buffer (Thermo Fisher Scientific, St. Leon-Rot, Deutschland) and 60 units M-MuLV Reverse Transcriptase (Thermo Fisher Scientific). The cDNA synthesis was carried out at 42 °C for 60 min and a final inactivating step at 70 °C for 10 min in a thermocycler (Biometra, Göttingen, Germany). The relative mRNA expression of genes was measured with a Rotor-Gene Q system (Qiagen, Hilden, Germany) using KAPA SYBR FAST qPCR Mastermix (Peqlab, Erlangen, Germany) and gene-specific primer pairs (Eurofins MWG Operon, Ebersberg, Germany) that were designed using Primer3 and BLAST. Primer characteristics of reference genes were recently published [13]. Primer characteristics of target genes are shown in Additional file 1: Table S1. Ct-values of reference and target genes were obtained using Rotor-Gene Q Software (Qiagen). For normalization of relative expression levels GeNorm normalization factor was calculated from the three most stable (beta-actin, peptidylprolyl isomerase A, ribosomal protein S9) out of six reference genes tested [35]. Raw Ct-values of reference genes were statistically analyzed to ensure that expression levels did not differ between groups. Raw Ct-values were transformed into relative expression values using the 2^-ΔCt^ equation for the calculation of the normalization factors. The highest relative value of each gene was set to 1. From these values, the normalization factor was calculated as the geometric mean of expression data of the three most stable reference genes. Ct-values of target genes were also transformed into relative expression values using the 2^-ΔCt^ equation and were normalized with the individual normalization factor resulting in relative gene quantities that were used for the statistical analysis. The mean normalized 2^-ΔCt^ ratios of the control group was set to 1.0 and the mean and SD of normalized 2^-ΔCt^ ratios of the GSGME group was scaled proportionally. PCR products were separated electrophoretically using a 1.5% agarose gel stained with GelRed nucleic acid gel stain (Biotium, Hayward, CA, USA) to confirm the expected size of the PCR products.

### Plasma concentration of acute phase proteins

Plasma concentrations of bovine haptoglobin (HP) and serum amyloid A (SAA) were analyzed using commercial ELISA Kits (CSB-E08585b, CSB-E08592b, Hölzel Diagnostika, Cologne, Germany). The ELISA procedure was performed based on the instructions provided by the manufacturer and absorbance read in a microplate reader (Infinite® 200, Tecan, Mainz, Germany). According to manufacturer’s information, the limits of detection were 7.8 μg HP/L plasma for the HP ELISA kit and 50 μg SAA/L plasma for the SAA kit. All samples were measured in duplicate. Intra-assay coefficients of variability (CV) were < 10% for each sample in both assays. The average of individual CV was 5.8% and 3.7% for the measurement of HP and SAA, respectively.

### Lipidomic analysis

Lipid extraction was carried out in the presence of non-naturally occurring lipid species as internal standards according to the protocol of Bligh and Dyer [36]. Determination of plasma lipid species was accomplished by means of direct flow injection electrospray ionization tandem mass spectrometry (ESI-MS/MS) in positive ion mode as described in [37, 38]. For phosphatidylcholine (PC), lysophosphatidylcholine (LPC), and sphingomyelin (SM) a precursor ion of *m/z* 184 was used [38, 39]. A fragment ion of *m/z* 264 was used to analyze spingosine based ceramides (Cer) and hexosylceramides (HexCer), while a fragment ion of *m/z* 369 was used for the analysis of free cholesterol (FC) and cholesteryl esters (CE) after selective derivatization of FC [38, 40]. Phosphatidylethanolamine species (PE) and phosphatidylinositol (PI) were analysed following neutral loss fragment of 141 and 277 Da, respectively [41, 42]. The analysis of PE-based plasmalogens (PE-P) with 16:0, 18:0 and 18:1 vinylether bonds was performed as described by Zemski-Berry [43]. Data analysis was performed with Mass Lynx software including the NeoLynx tool (Micromass) and results were exported to Excel and further processed by self-programmed Excel Macros [37]. Annotation of lipid species was carried out according to the LipidomicNet proposal for shorthand notation of lipid structures derived from mass spectrometry [44]. Glycerophospholipid species annotation was based on the assumption of even-numbered carbon chains only. Sphingomyelin species were assigned based on the assumption of a sphingoid base with 2 hydroxyl groups.

### Statistical analysis

Values presented in the text are means ± SD. All data were evaluated by Student’s t test using the Minitab statistical software (Release 13, Minitab Inc., State College, PA, USA). Multiple testing correction of microarray data was performed by Benjamini and Hochberg FDR.

## Results

### Identification of differentially expressed transcripts

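Liver biopsies taken in week 1 postpartum (day 7) from 6 control cows and 6 cows fed GSGME, the grape seed and grape marc meal extract, were each hybridised to 1 Affymetrix Bovine Gene 1.0 ST array. GSGME made up 1% of dry matter, and the control diet held 1% wheat bran in its place. The authors scanned the arrays and used the RMA algorithm to correct the background, normalize across arrays and summarise the probes of each transcript. The deposited values are log2 signals rounded to 2 decimals for 26773 transcripts, and no filter on dim transcripts is stated. Array medians lay between 6.02 and 6.17, correlations between arrays lay between 0.968 and 0.990, and no pair of arrays held identical values. Of the transcripts, 18457 carried 1 gene symbol, 688 several and 7628 none in the annotation used here, and genes were named only from transcripts with 1 symbol. Olfactory receptors, which the liver is not known to use, had a median signal of 3.66, against 6.07 for the median transcript, so that differences among transcripts near 4 lie close to the background of the arrays. Groups were compared transcript by transcript with limma, two-sided, at the fold threshold of 1.3 and the unadjusted p threshold of 0.05 that the study used. Gene lists were compared by the mean log2 signal of each cow over the members. An exact permutation test ran over all assignments of the 12 cows to 2 groups of 6. Benjamini-Hochberg adjustment was made within kinds of lists: 21 tied to the paper's claims, 9 of cell type markers, 5 others and 2 of array classes. Adjusted p-values of different kinds of lists therefore do not face the same bar. Single cows are named as in the sample labels, by group and animal number. The number of arrays limits the precision.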

To investigate the effect of GSGME on the transcriptome in the liver of dairy cows, we used a bovine microarray representing approximately 23,000 *Bos taurus* transcripts. Taking into account the criteria FC > 1.3 or FC < −1.3 and *P <* 0.05 a total of 207 transcripts were found to be differentially expressed in the liver between cows fed GSGME and control cows. Substantially more transcripts were up-regulated by GSGME (156), while only 51 transcripts were down-regulated by GSGME in the liver of cows. 

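Of 26773 transcripts, 322 were higher and 167 were lower at the study's criterion in limma, and 192 and 64 of these carried a single gene symbol. With cyclic loess between arrays the split was 375 higher and 112 lower, and with no fold threshold at the same p it turned to 718 higher and 849 lower. The methods' t-test gave 226 higher and 109 lower. After Benjamini-Hochberg adjustment no transcript passed 0.05 in limma or in the methods' t-test, whereas 1567 had an unadjusted p under 0.05 in limma and 1530 in the t-test. The lowest adjusted p among the named transcripts was 0.830 in limma. Without Liver_control_819, 289 transcripts were lower, and without Liver_GSGME_1143 a single transcript passed the adjusted threshold.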

The up-regulated transcripts included 155 protein-coding transcripts (mRNAs) and 1 non-protein-coding miRNA, whereas the down-regulated transcripts included 43 mRNAs and 8 miRNAs. 

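Among 528 microRNA precursors with a single symbol, 10 were lower and 1 was higher with GSGME at the study's criterion. Of the other 26245 transcripts, 157 were lower, so the precursors were lower more often (odds ratio 3.21, Fisher's exact test, two-sided, p = 0.00184). Fisher's test takes transcripts as independent, although all come from the same 12 cows, so its p does not measure the spread between cows. Without Liver_GSGME_741 the difference in frequency did not pass the threshold (odds ratio 2.26, Fisher's exact p = 0.0578). As a group the precursors had a mean log2 signal of 4.69 ± 0.05 (SD, n = 6) in control cows and 4.62 ± 0.03 (SD, n = 6) in cows fed GSGME, and all 6 GSGME cows lay below the control mean. This shift of -0.07 had an adjusted p of 0.0217 in the exact permutation test, adjusted over 2 lists only, but an adjusted p = 0.128 with an estimated correlation in camera. The ER chaperone and ERAD list below had the same unadjusted p in the exact permutation test, 0.0108. Adjusted over 21 lists, that became 0.0833. The 10 lower precursors became 6 without Liver_GSGME_741, 16 without Liver_control_1031, 17 without Liver_control_1017, Liver_GSGME_1124 or Liver_GSGME_1001 and 19 without Liver_control_819. The 1 higher became 2 without Liver_control_1017, Liver_control_819 or Liver_GSGME_741, 3 without Liver_control_1041 and 0 without Liver_GSGME_1047. With only the 112 precursors above the median transcript the shift was -0.09 with an adjusted p of 0.238 in the exact permutation test, and 3 of them were lower (odds ratio 6.27, Fisher's exact p = 0.0144). The array measures the precursor, not the mature microRNA.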

The 20 most strongly up- and down-regulated mRNAs are presented in Table 1 and Table 2, respectively. The FCs of the most strongly up-regulated mRNAs ranged between 2.91 and 1.90, while those of the most strongly down-regulated mRNAs ranged between −1.66 and −1.39. 

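Among transcripts with a single gene symbol past the criterion in limma, the highest fold was that of CDK1. TOP2A, the first gene of Table 1, was not matched to such a transcript. CDK1, the kinase that drives entry into mitosis, was 2.71-fold higher with GSGME (log2 signal 4.22 ± 0.76 in control and 5.66 ± 0.78 in GSGME cows, SD, n = 6 each, adjusted p = 0.830 from limma). CDKN3, a phosphatase of cyclin-dependent kinases, was 2.63-fold higher, ARHGAP11A 2.61-fold, and STMN1, which destabilises microtubules, 2.57-fold. ECT2, DEPDC1, CENPA, CENPF, CKAP2 and PRR11 followed with folds between 2.53 and 2.32. In control cows CDK1, CDKN3, DEPDC1 and CENPA had means of 4.22, 4.12, 4.28 and 3.86, close to the background of the arrays. At the other end, AKR1B10, an aldo-keto reductase, had a fold of -4.05, with a log2 signal of 7.26 ± 2.06 (SD, n = 6) in control cows and 5.25 ± 1.28 (SD, n = 6) in GSGME cows. The control cows lay between 4.31 and 9.46, and AKR1B10 did not pass without any one of Liver_control_819, Liver_control_825, Liver_control_1031, Liver_GSGME_821, Liver_GSGME_1047, Liver_GSGME_1143 and Liver_GSGME_1124. GLCE, an epimerase of heparan sulfate synthesis, had a fold of -1.66, and BCL6, a transcriptional repressor, had a fold of -1.63. TBATA, MANF, XBP1, MIR365-1, SAA4, MIR2461 and SGPL1 followed with folds between -1.60 and -1.52. AKR1B10, BCL6 and SGPL1 passed the criterion in limma but not in the methods' t-test.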

In Table 3 the differentially regulated miRNAs including FCs and *P-*values are shown.

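MIR376C, the precursor of mir-376c, was 1.40-fold higher with GSGME, at a log2 signal of 2.67 ± 0.07 (SD, n = 6) in control cows and 3.16 ± 0.45 (SD, n = 6) in GSGME cows. Both means lay below the median signal of the olfactory receptors, and MIR376C did not pass the criterion without Liver_GSGME_1047. Of the 8 lower microRNAs of Table 3, 7 were found on a transcript with 1 symbol, and their folds lay between -1.56 and -1.31. MIR365-1 had a log2 signal of 4.88 ± 0.33 in control and 4.24 ± 0.25 in GSGME cows, and MIR2359 of 8.06 ± 0.24 and 7.56 ± 0.17 (SD, n = 6 each). MIR2359 and MIR2461 lay above the median transcript.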

**Table 1:** The 20 most strongly up-regulated mRNAs in the liver of cows fed grape seed and grape marc meal extract (GSGME) versus control cows at 1 week postpartum

Gene symbol	mRNA description	FC^a^	*P-*value
TOP2A	topoisomerase (DNA) II alpha 170 kDa	2.91	0.013
CDKN3	cyclin-dependent kinase inhibitor 3	2.64	0.010
ARHGAP11A	Rho GTPase activating protein 11A	2.61	0.029
STMN1	stathmin 1	2.57	0.015
ECT2	epithelial cell transforming sequence 2 oncogene	2.53	0.023
DEPDC1	DEP domain containing 1	2.51	0.015
CENPA	centromere protein A	2.49	0.006
CENPF	centromere protein F, 350/400 kDa (mitosin)	2.45	0.017
CKAP2	cytoskeleton associated protein 2	2.39	0.024
PRR11	proline rich 11	2.32	0.036
KIF11	kinesin family member 11	2.25	0.007
KIF20A	kinesin family member 20A	2.21	0.017
BUB1B	budding uninhibited by benzimidazoles 1 homolog beta	2.20	0.004
LOC618147	histone cluster 1, H2ai-like	2.17	0.002
KIF4A	kinesin family member 4A	2.13	0.018
LOC787465	histone H2B type 1-like	2.10	0.006
GAS2L3	growth arrest-specific 2 like 3	1.99	0.018
SMC4	structural maintenance of chromosomes 4	1.98	0.011
SMC2	structural maintenance of chromosomes 2	1.96	0.011
RRM2	ribonucleotide reductase M2	1.95	0.046
CASC5	cancer susceptibility candidate 5	1.93	0.029
ESCO2	establishment of cohesion 1 homolog 2	1.93	0.032
HIST2H2BF	histone cluster 2, H2bf	1.91	0.039
HELLS	helicase, lymphoid-specific	1.90	0.013

^a^The FC was calculated from the signal log ratios as follows: 2^Signal log ratio^ if signal log ratio ≥ 0 and (−1) × 2^–(Signal log ratio)^ if signal log ratio < 0. Signal log ratios were calculated from *n =* 6 microarrays per group

**Table 2:** The 20 most strongly down-regulated mRNAs in the liver of cows fed grape seed and grape marc meal extract (GSGME) versus control cows at 1 week postpartum

Gene symbol	mRNA description	FC^a^	*P-*value
GLCE	glucuronic acid epimerase	–1.66	0.036
TBATA	chromosome 28 open reading frame, human C10orf27	–1.60	0.011
MANF	mesencephalic astrocyte-derived neurotrophic factor	–1.59	0.014
XBP1	X-box binding protein 1, transcript variant 1	–1.59	0.003
LOC618817	olfactory receptor, family 6, subfamily B, member 2-like	–1.55	0.005
SAA4	serum amyloid A4, constitutive	–1.54	0.043
HSPA5	heat shock 70 kDa protein 5 (glucose-regulated protein, 78 kDa)	–1.51	0.005
GADD45B	growth arrest and DNA-damage-inducible, beta	–1.51	0.012
WWC1	WW and C2 domain containing 1, transcript variant 2	–1.48	0.037
LOC788587	olfactory receptor, family 4, subfamily D, member 11-like	–1.46	0.001
SOCS3	suppressor of cytokine signaling 3	–1.45	0.042
C15H11orf96	chromosome 15 open reading frame, human C11orf96	–1.44	0.018
PHLDA1	pleckstrin homology-like domain, family A, member 1	–1.43	0.012
SDF2L1	stromal cell-derived factor 2-like 1	–1.41	0.012
IRX3	iroquois homeobox 3	–1.40	0.001
LOC784679	peptidylprolyl isomerase A (cyclophilin A)-like	–1.39	0.023
HYOU1	hypoxia up-regulated 1, transcript variant 1	–1.39	0.018
ALX3	ALX homeobox 3	–1.39	0.010
CFHR2	complement factor H-related 2	–1.39	0.028
LOC520181	olfactory receptor 5-like	–1.39	0.007

^a^The FC was calculated from the signal log ratios as follows: 2^Signal log ratio^ if signal log ratio ≥ 0 and (−1) × 2^–(Signal log ratio)^ if signal log ratio < 0. Signal log ratios were calculated from *n =* 6 microarrays per group

**Table 3:** The most strongly differentially regulated (FC > 1.3 or FC < −1.3 and *P <* 0.05) miRNAs in the liver of cows fed grape seed and grape marc meal extract (GSGME) versus control cows at 1 week postpartum

Gene symbol	micro RNA description	FC^a^	*P-*value
MIR376C	microRNA mir-376c	1.40	0.027
MIR365-2	microRNA mir-365–2	–1.31	0.010
MIR2345	microRNA mir-2345	–1.33	0.007
MIR2403	microRNA mir-2403	–1.34	0.029
MIR2462	microRNA mir-2462	–1.39	0.006
MIR2359	microRNA mir-2359	–1.41	0.002
MIR2430	microRNA mir-2430	–1.51	0.004
MIR2461	microRNA mir-2461	–1.53	0.010
MIR365	microRNA mir-365	–1.56	0.003

^a^The FC was calculated from the signal log ratios as follows: 2^Signal log ratio^ if signal log ratio ≥ 0 and (−1) × 2^–(Signal log ratio)^ if signal log ratio < 0. Signal log ratios were calculated from *n =* 6 microarrays per group

### Validation of microarray data for selected differentially expressed protein-coding transcripts by qPCR

Validation of microarray data was carried out by qPCR analysis for 25 differentially regulated mRNAs. The transcripts to be validated by qPCR were randomly selected from the most strongly up- and down-regulated mRNAs. Since the number of transcripts up-regulated was higher than that down-regulated, we validated 14 up- and 11-down-regulated transcripts by qPCR. 

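Of the 25 transcripts of Table 4, 24 were found on an array transcript with 1 gene symbol. All 24 passed the study's criterion in limma, 13 higher and 11 lower with GSGME. Set against the paper's qPCR folds, 9 of the 13 higher transcripts and 9 of the 11 lower ones had the same direction, 18 in all. The array fold was larger in size than the paper's qPCR fold for all 24, but the paper's qPCR used more cows per group than the arrays, and the study picked these transcripts from those changed on the same arrays. KIF20A, a mitotic kinesin, was 2.21-fold higher on the arrays, HYOU1, an ER chaperone, had a fold of -1.39 and PHLDA1 a fold of -1.43. HMMR was 1.87-fold higher on the arrays (log2 signal 4.95 ± 0.54 in control and 5.85 ± 0.57 in GSGME cows, SD, n = 6 each).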

Table 4 shows that in the case of most mRNAs (19) the effect direction was the same between qPCR and microarray data, but the FCs from qPCR analysis were markedly lower than from microarray analysis. In the case of about half (9) of the differentially regulated mRNAs, qPCR analysis revealed a FC greater than the filter criterion for differential regulation in microarray analysis (>1.3 or < −1.3). In line with this, statistical analysis revealed that only 5 of these 9 mRNAs were differentially regulated according to qPCR analysis at a significance level of *P <* 0.05 (TUBB, PHLDA1) or at least *P <* 0.1 (KIF20A, SAA4, HYOU1). In the case of 15 mRNAs, the FC determined by qPCR analysis was below the filter criterion for differential regulation and the *P-*value was not significant (*P >* 0.05). In the case of one mRNA (HMMR) the effect direction determined by qPCR analysis (FC = −1.34) was contrary to that determined by microarray analysis (FC = 1.87. Regarding these partial inconsistencies between microarray and qPCR data (statistical results, effect size), three causative factors should be noted: 1) The number of biological replicates was different between microarray and qPCR analysis (*n =* 6 vs. *n =* 14) influencing the statistical power of the data. 2) For microarray analysis six cows (1 primiparous and 5 multiparous) were selected from the control group and the GSGME group each consisting of 4 primiparous and 10 multiparous cows. Due to this, the average parity number of the groups used for microarray analysis was slightly lower than of the groups used for qPCR. 3) The detection principle of transcript abundance differs between microarray and qPCR, i.e. for qPCR analysis a 100–250 bp sequence of the transcript is amplified by a single primer pair, whereas for microarray analysis up to 26 unique 25-mer probes are used for each transcript resulting in a high coverage across the entire transcript of up to 650 bp.

**Table 4:** Validation of microarray data for selected differentially expressed transcripts by qPCR

	Mean FC		*P-*value	
Gene symbol	Microarray	qPCR	Microarray	qPCR
STMN1	2.57	1.37	0.015	0.269
ECT2	2.53	1.45	0.023	0.246
CENPA	2.49	1.16	0.006	0.514
CENPF	2.45	1.07	0.017	0.788
CKAP2	2.39	1.20	0.023	0.557
PRR11	2.32	1.93	0.036	0.181
KIF20A	2.21	1.66	0.017	0.088
BUB1B	2.20	1.22	0.004	0.528
RRM2	1.95	1.56	0.046	0.263
ESCO2	1.93	–1.02	0.032	0.905
SPC25	1.88	–1.19	0.034	0.207
CCNA2	1.87	–1.07	0.030	0.762
HMMR	1.87	–1.34	0.018	0.100
TUBB	1.85	1.38	0.013	0.040
GLCE	–1.66	–1.2	0.036	0.195
MANF	–1.59	–1.23	0.014	0.235
SAA4	–1.54	–1.31	0.043	0.057
SOCS3	–1.45	–1.14	0.042	0.522
PHLDA1	–1.43	–1.34	0.012	0.006
HYOU1	–1.39	–1.33	0.018	0.081
DNAJB11	–1.37	–1.23	0.026	0.170
BAG3	–1.37	1.07	0.032	0.674
UAP1	–1.34	1.05	0.005	0.674
CCNL1	–1.33	–1.26	0.009	0.067
CXCL14	–1.31	–1.16	0.036	0.459

The microarray FC was calculated from the signal log ratios as follows: 2^Signal log ratio^ if signal log ratio ≥ 0 and (−1) × 2^–(Signal log ratio)^ if signal log ratio < 0. Signal log ratios were calculated from *n =* 6 microarrays per group. The qPCR FC was calculated analogously from normalized 2^-ΔCt^ ratios. Normalized 2^-ΔCt^ expression was calculated from *n =* 14 samples per group

### Identification of enriched annotation terms associated with the differentially expressed protein-coding transcripts

GSEA of the 155 up-regulated mRNAs showed that the GO terms with lowest FDR-adjusted *P-*values (most enriched) from all GO categories (biological process, cellular component, molecular function) were non-membrane-bounded organelle, intracellular non-membrane-bounded organelle, chromosome, cell cycle process, cell cycle, M phase, cell cycle phase, mitotic cell cycle, M phase of mitotic cell cycle, chromosomal part, microtubule cytoskeleton, mitosis, nuclear division, organelle fission, cytoskeletal part, cell division, spindle, microtubule-based process and cytoskeleton. Figure 1 shows the GO terms with FDR-adjusted *P-*values < 0.05 including the number of genes assigned to these terms separately for the GO categories biological process, cellular component and molecular function.

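Of 51 measured genes of a G2/M list, 26 were higher, none was lower and 25 did not pass the study's criterion in limma, and 46 had the higher mean in GSGME cows. At a limma p adjusted over the list alone, 22 were higher, and over all transcripts none was. The 22 became 0 in the methods' t-test, with array weights, and without any one of Liver_control_1017, Liver_control_819, Liver_control_1031, Liver_control_1150, Liver_GSGME_741, Liver_GSGME_1047, Liver_GSGME_1143 and Liver_GSGME_1124. The mean log2 signal of the list was 5.92 ± 0.29 (SD, n = 6) in control cows and 6.46 ± 0.42 (SD, n = 6) in GSGME cows, with all 6 GSGME cows above the control mean. This shift of 0.54 had an adjusted p of 0.0833 in the exact permutation test. Of 42 S phase genes, 13 were higher and none was lower, and 2 were higher when adjusted over the list alone. The 13 became 20 without Liver_control_1041, 22 without Liver_GSGME_821, 8 without Liver_GSGME_741 or Liver_GSGME_1143 and 7 with array weights. The 2 became 15 without Liver_control_1041, 13 without Liver_GSGME_821, 5 with cyclic loess, 1 without Liver_GSGME_1001, and 0 without any other cow, in the methods' t-test and with array weights. The S phase mean was 6.13 ± 0.19 (SD, n = 6) in control and 6.51 ± 0.33 (SD, n = 6) in GSGME cows, a shift of 0.38 at the same adjusted p. EXO1, a nuclease of DNA repair, was 1.84-fold higher, from a control mean of 3.50 that lies below the median olfactory receptor, 3.66. HELLS, a chromatin remodeler, was 1.90-fold higher and ATAD2 1.41-fold. Liver_control_1041 had the highest G2/M mean of the control cows, 6.44, and Liver_GSGME_821 the lowest of the GSGME cows, 5.96. Without Liver_control_1041 the adjusted p of both lists was 0.0455 in the exact permutation test, and with each cow left out in turn it lay between 0.0455 and 0.218 for G2/M and between 0.0455 and 0.220 for S phase. In camera the adjusted p of both lists was 0.116 with an estimated correlation. The paper reports cell cycle genes as higher on these samples, among them CENPA, KIF11 and HELLS. Neither list is therefore independent evidence of its direction.

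**Figure D1:**
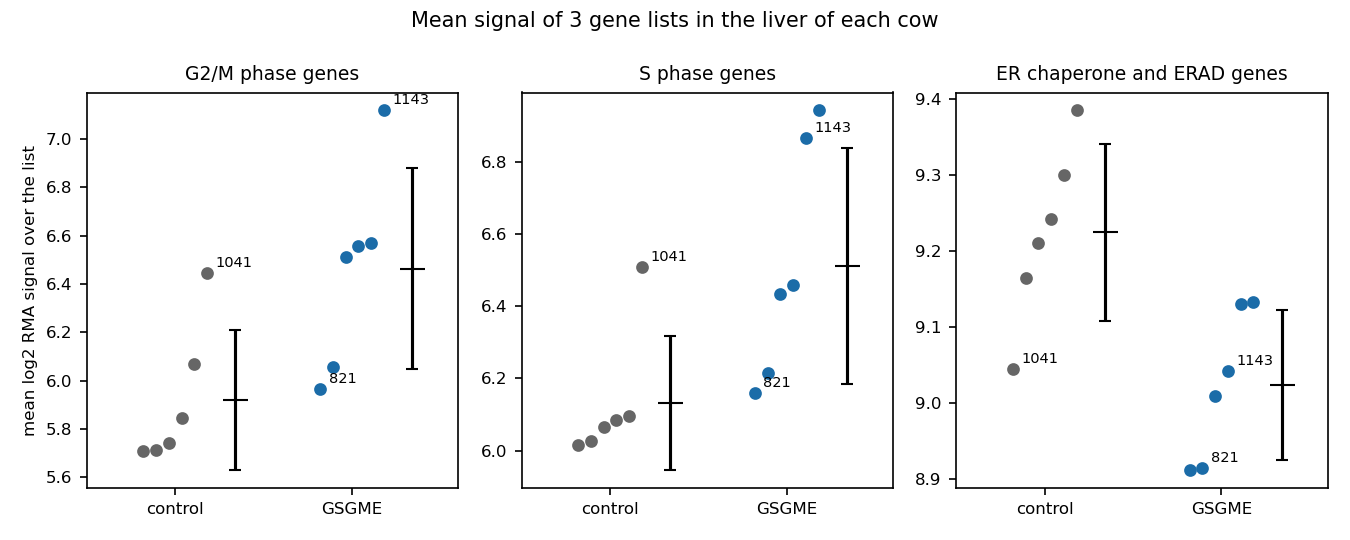
Mean log2 RMA signal over the G2/M phase, S phase, and ER chaperone and ERAD gene lists (vertical axes, which do not start at 0) in the liver of each control and GSGME cow. Points are cows, ordered by value within each group, with the cows Liver_control_1041, Liver_GSGME_1143 and Liver_GSGME_821 marked by the number in their name, and bars are the mean and SD of 6 cows. Liver_control_1041 lies among the GSGME cows in all 3 lists.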

**Fig. 1:**
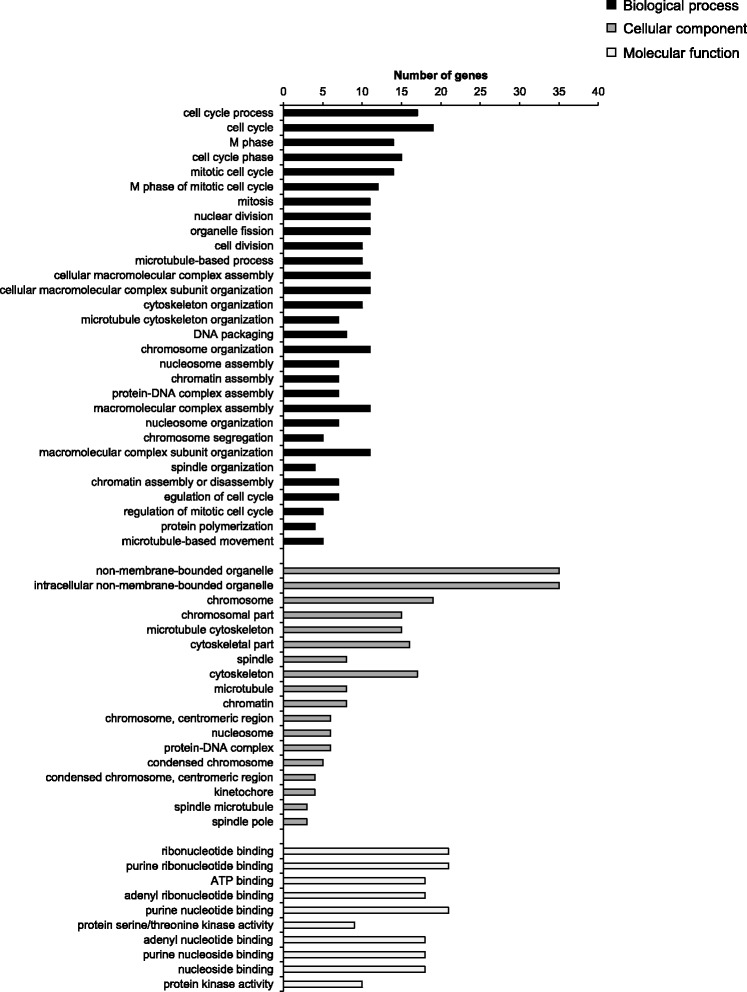
The most enriched gene ontology (GO) terms assigned to the up-regulated mRNAs including the number of genes. The GO terms were sorted by their enrichment *P-*values (EASE score) (top: lowest *P-*value, bottom: highest *P-*value) within the GO categories biological process, cellular component and molecular function. Only GO terms with FDR-adjusted *P-*values < 0.05 are shown

For the 43 down-regulated mRNAs GSEA revealed only three enriched GO terms with FDR-adjusted *P-*values < 0.05, namely ER lumen, ER part and ER. These GO terms belonged exclusively to the GO category cellular component.

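Of 37 measured genes of an ER chaperone and ERAD list, 9 were lower, none was higher and 28 did not pass the study's criterion in limma, and 8 were lower when adjusted over the list alone. The paper names all 9 as down-regulated on these samples, so they are not independent evidence. The 9 became 5 without Liver_control_1150. The 8 became 0 without Liver_GSGME_741, 2 without Liver_control_1150, 3 without Liver_control_1017, 4 without Liver_GSGME_1047 or with array weights and 5 in the methods' t-test. MANF, a secreted ER stress factor, had a fold of -1.59 (log2 signal 7.80 ± 0.48 in control and 7.13 ± 0.27 in GSGME cows, SD, n = 6 each), and SDF2L1, another ER protein, had a fold of -1.41 and did not pass without Liver_control_1017. The mean log2 signal of the list was 9.22 ± 0.12 (SD, n = 6) in control cows and 9.02 ± 0.10 (SD, n = 6) in GSGME cows, and all 6 GSGME cows lay below the control mean. The shift of -0.20 had an adjusted p of 0.0833 in the exact permutation test, which was 0.0455 without Liver_control_1041 and lay between 0.0455 and 0.204 with each cow left out in turn. In camera its adjusted p was 0.116 with an estimated correlation.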

### Identification of enriched regulatory pathways associated with the differentially expressed protein-coding transcripts

To identify regulatory pathways associated with the differentially expressed transcripts GSEA was performed using the KEGG database. The most enriched pathways with FDR-adjusted *P-*values < 0.05 identified from the 155 up-regulated mRNAs included pathways regulating systemic lupus erythematosus and cell cycle, while no enriched pathways FDR-adjusted *P-*values < 0.05 were identified from the 43 down-regulated mRNAs.

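Histone genes, which make up much of the KEGG pathway systemic lupus erythematosus, were measured as a list of 43. Of these, 7 were higher with GSGME, none was lower and 36 did not pass the study's criterion in limma. None was higher when adjusted over the list alone, and 1 was without Liver_GSGME_1001. The 7 became 4 in the methods' t-test, with array weights and without Liver_control_825 or Liver_control_1150, and 2 without Liver_GSGME_741 or Liver_GSGME_1143. The mean log2 signal of the list was 6.08 ± 0.08 (SD, n = 6) in control cows and 6.21 ± 0.14 (SD, n = 6) in GSGME cows, with 5 of 6 GSGME cows above the control mean. This shift of 0.12 had an adjusted p of 0.286 in the exact permutation test. The histone genes LOC618147, LOC787465 and HIST2H2BF of Table 1 were not matched to a transcript with 1 symbol. The list result therefore does not cover them.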

### Prediction of mRNA targets of the differentially expressed miRNAs and functional analysis

As described above, several miRNAs were identified as differentially expressed by microarray analysis of the cow livers. In order to identify further protein-coding transcripts that are influenced by feeding GSGME in the liver of cows, we performed bioinformatic target prediction for the 9 differentially regulated miRNAs. Considering a cumulative weighted context++ score < −0.20, a total of 185 target genes were identified for the up-regulated mir-376c, and 2,412 target genes for the highly conserved down-regulated miRNAs (mir-2345, mir-2403, mir-2462, mir-2359, mir-2430, mir-365). Data including gene names, total and 8mer, 7mer and 6mer sites and cumulative weighted context++ score are shown in Additional file 2: Table S2.

To elucidate the biological functions of the predicted target genes we carried out GSEA using GO category “biological process” and KEGG pathways separately for the targets identified for the up- and the down-regulated miRNAs. However, GSEA of the target genes of the up-regulated miRNA revealed no enriched biological process terms and KEGG pathways with FDR-adjusted *P-*values < 0.05.

GSEA of the target genes of the down-regulated miRNAs identified the following enriched GO biological process terms (FDR-adjusted *P-*value < 0.05): intracellular signaling cascade, positive regulation of macromolecule metabolic process, positive regulation of macromolecule biosynthetic process, positive regulation of biosynthetic process, positive regulation of cellular biosynthetic process and positive regulation of transcription. No enriched KEGG pathways with FDR-adjusted *P-*values < 0.05 could be identified by GSEA of target genes of the down-regulated miRNAs.

### Plasma concentrations of acute phase proteins

Plasma concentration of the positive APPs SAA and HP were decreased in cows fed the GSGME compared to the control group (*P <* 0.05; Fig. 2).

**Fig. 2:**
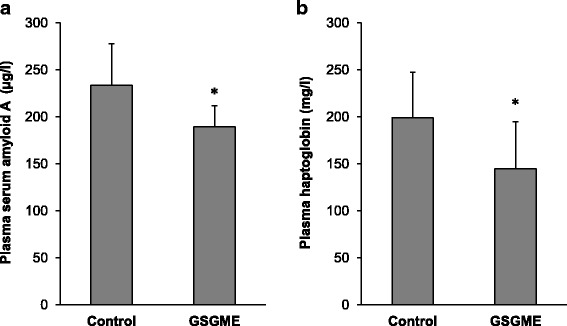
Plasma concentration of **a** serum amyloid A and **b** haptoglobin in cows fed grape seed and grape marc meal extract (GSGME) and control cows at 1 week postpartum. Bars are means ± SD for *n =* 14 cows per group. Asterisk denotes difference between cows fed GSGME and control cows (*P <* 0.05)

### Plasma lipid profile

Using lipidomic analysis, we were able to detect individual species of major (cholesterol, PC, SM, LPC) and minor (PE, PE plasmalogens, PI, ceramides) lipid classes in plasma samples of the cows. For all these lipid classes, there were no differences between the two groups of cows in the concentrations of any of the individual molecular species (*P >* 0.05, data are shown in Additional file 3: Tables S3-S9). Moreover, for all the lipids analyzed, the concentrations of species with no double bond (SFA), one double bond (MUFA) or two or more double bounds (PUFA) in the fatty acid moieties did not differ between the two groups of cows (*P >* 0.05, Table 5). In the PE plasmalogen fraction, there were moreover no differences in the concentrations of species with 16:0, 18:0 and 18:1 vinyl ether bonds between the two groups of cows (*P >* 0.05, Table 5).

**Table 5:** Plasma lipid profile of cows fed grape seed and grape marc meal extract (GSGME) versus control cows at 1 week postpartum

Lipid class	Group	Total	SFA	MUFA	PUFA
*Major lipid classes*					
CE, μM	Control	3070 ± 663	135 ± 38.8	206 ± 57.0	2730 ± 574.7
	GSGME	3079 ± 794	131 ± 32.4	204 ± 57.7	2743 ± 714.9
FC, μM	Control	411 ± 111	-	-	-
	GSGME	444 ± 124	-	-	-
LPC, μM	Control	77.0 ± 20.2	55.6 ± 13.9	9.35 ± 3.25	12.1 ± 4.05
	GSGME	80.7 ± 21.2	57.4 ± 15.0	10.0 ± 2.78	13.3 ± 4.18
PC, μM	Control	996 ± 285	22.8 ± 5.80	279 ± 91.8	598 ± 164
	GSGME	999 ± 293	22.6 ± 5.96	285 ± 87.0	594 ± 181
SM, μM	Control	169 ± 46.1	116 ± 27.5	44.4 ± 12.5	8.8 ± 6.0
	GSGME	170 ± 52.2	116 ± 33.1	44.2 ± 13.4	9.9 ± 6.0
*Minor lipid classes*					
Cer-d18:1, μM	Control	1.28 ± 0.24	1.11 ± 0.23	0.18 ± 0.04	-
	GSGME	1.28 ± 0.27	1.09 ± 0.23	0.19 ± 0.05	-
HexCer-d18:1, μM	Control	0.22 ± 0.05	0.11 ± 0.03	0.11 ± 0.02	-
	GSGME	0.23 ± 0.06	0.12 ± 0.04	0.12 ± 0.03	-
PI, μM	Control	9.65 ± 2.34	0.07 ± 0.01	2.02 ± 0.74	7.57 ± 1.68
	GSGME	9.58 ± 2.89	0.06 ± 0.02	2.08 ± 0.76	7.44 ± 2.18
PE, μM	Control	6.36 ± 1.96	0.19 ± 0.07	0.99 ± 0.30	4.97 ± 1.66
	GSGME	6.36 ± 1.64	0.17 ± 0.07	1.02 ± 0.25	4.95 ± 1.40
PE-P-16:0, μM	Control	6.73 ± 1.27	0.61 ± 0.05	1.01 ± 0.25	5.11 ± 1.06
	GSGME	6.99 ± 1.69	0.59 ± 0.10	1.09 ± 0.29	5.31 ± 1.37
PE-P-18:0, μM	Control	4.09 ± 0.39	0.57 ± 0.06	0.70 ± 0.10	2.82 ± 0.27
	GSGME	3.87 ± 0.52	0.51 ± 0.06	0.67 ± 0.11	2.69 ± 0.38
PE-P-18:1, μM	Control	4.48 ± 0.40	0.59 ± 0.04	0.77 ± 0.14	3.12 ± 0.29
	GSGME	4.41 ± 0.64	0.56 ± 0.08	0.79 ± 0.13	3.06 ± 0.50

Values are means ± SD for *n =* 14 cows per group

## Discussion

Recently, we observed that feeding GSGME to dairy cows from 3 week antepartum to 9 week postpartum increases milk yield and causes some beneficial changes in mRNA concentrations of hepatic genes, such as reduced mRNA concentration of FGF21, an indicator of metabolic and ER stress [13]. As the reasons underlying these effects could not be elucidated in the recent study, the aim of the present study was to identify changes in potentially critical signaling or metabolic pathways by using transcriptomic and lipidomic analyses. For this end, we considered liver and plasma samples obtained at 1 week postpartum regarding that metabolic and infectious stress in dairy cows is greatest at this early time after birth [6, 8, 17].

One striking finding of transcriptome analysis in the liver of cows was that within the limited number of protein-coding genes down-regulated by GSGME there was a large number of genes involved in ER stress-induced UPR, such as X-box binding protein 1 (XBP1), heat shock 70 kDa protein 5 (HSPA5)/GRP78, homocysteine inducible ER protein with ubiquitin like domain 1 (HERPUD1), DnaJ (Hsp40) homolog, subfamily C, member 5G (DNAJC5G), calreticulin (CALR), protein disulfide isomerase family A, member 4 (PDIA4), DnaJ (Hsp40) homolog, subfamily B, member 11 (DNAJB11), pleckstrin homology-like domain, family A, member 1 (PHLDA1)/TDAG51, protein phosphatase 1 regulatory subunit 3C (PPP1R3C), growth arrest and DNA damage inducible beta (GADD45B), BCL2-associated anthanogene 3 (BAG3), hypoxia up-regulated 1 (HYOU1) and mesencephalic astrocyte-derived neurotrophic factor (MANF). This is interesting because we have recently reported that ER stress-induced UPR occurs in the liver of dairy cows during early lactation [8] as evident from induction of XBP1, HSP5A, HERPUD1, DNAJC3, PDIA4, inositol-requiring enzyme 1 (IRE1), protein kinase (RNA)-like endoplasmic reticulum kinase (PERK), activating trascription factor 6 ATF6 (ATF6), ER degradation enhancing alpha-mannosidase-like protein 1 (EDEM1), ATF4, BCL2 antagonist/killer 1 (BAK1), BCL2 associated X, apoptosis regulator (BAX), caspase 3 (CASP3), CASP8, CASP9, CASP12, tryptophanyl-tRNA synthetase (WARS) and DNA damage inducible transcript 3 (DDIT3)/C/EBP homologous transcription factor protein (CHOP). 

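All 13 UPR genes that the paper lists as down-regulated, XBP1 to MANF, were lower with GSGME at the study's criterion in limma. Without Liver_control_1150, 7 of the 13 passed it, and without any other cow 10 or more did. XBP1, a transcription factor of the UPR, had a log2 signal of 11.51 ± 0.22 (SD, n = 6) in control and 10.84 ± 0.36 (SD, n = 6) in GSGME cows, a fold of -1.59. HSPA5, the main chaperone of the ER lumen, had a fold of -1.51 and GADD45B, a stress-inducible gene, a fold of -1.52. CALR had a fold of -1.33 and HERPUD1 of -1.31. The mean log2 signal over the 13 genes was 8.87 ± 0.20 (SD, n = 6) in control cows and 8.36 ± 0.11 (SD, n = 6) in GSGME cows, with all 6 GSGME cows below the control mean (exact permutation test, p = 0.00217, the smallest that 6 cows against 6 allow). The study chose this list on these samples, so it is not independent evidence of its direction. Of 17 measured UPR genes that the study names as induced after calving in earlier work, 4 were lower and none was higher, and 3 were lower when adjusted over the list alone. The 4, XBP1, HSPA5, HERPUD1 and PDIA4, are also among the 13 above, so they are not independent evidence either. The median of the log2 differences over the 17 genes was -0.03. The shift of the 17 genes, -0.12, had an adjusted p of 0.0833 in the exact permutation test, 0.0455 without Liver_control_1041 and 0.937 when the median over the members was taken, the lowest and highest of all alternatives. In camera it was an adjusted p = 0.287 with an estimated correlation. Of 28 genes of the PERK and ATF4 pathway, 1 was higher and none was lower, with a shift of -0.01 that turned positive with cyclic loess between arrays (exact permutation test, adjusted p = 0.798). The 1 higher became 2 without Liver_control_1041, and without Liver_GSGME_1047 it was another gene than SHMT2. The shift turned positive without Liver_control_819, Liver_control_825, Liver_GSGME_1124 or Liver_GSGME_1001. In this list 5 members had the higher mean in GSGME cows. SHMT2, a mitochondrial enzyme of serine metabolism, was the one past the criterion, at 1.42-fold, but it did not pass in the methods' t-test, with cyclic loess or without any one of Liver_control_1017, Liver_control_1031, Liver_control_1150, Liver_GSGME_741, Liver_GSGME_1047, Liver_GSGME_1143 and Liver_GSGME_1001. Of 16 cytosolic heat shock genes, 1 was lower, BAG3 with a fold of -1.36, which did not pass without Liver_control_1150, and the list shifted by -0.06 (exact permutation test, adjusted p = 0.642). The paper proposes that GSGME inhibits ER stress in the liver. It draws on the many UPR genes among the lower transcripts, on their enriched ER terms, on predicted mir-376c targets and on its earlier qPCR. In that earlier qPCR the UPR genes were lower without a significant effect, and FGF21 was significantly lower. The qPCR of Table 4, with more cows per group than the arrays, covers some of the 13 genes. There PHLDA1 (fold -1.34), HYOU1 (-1.33), MANF (-1.23) and DNAJB11 (-1.23) were lower, and BAG3 (1.07) was higher. The paper reports PHLDA1 as significant, HYOU1 at a weaker level and the others as not significant.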

In line with this, Loor [45] identified a large number of XBP1 target genes as up-regulated in the liver of dairy cows during the transition from late pregnancy to lactation. The significance of ER stress in the liver of dairy cows is its putative causative role in the development of liver-associated diseases in high-yielding dairy cows [10], which impairs metabolic function of the liver, overall health status, and productive and reproductive performance. UPR target genes encode proteins that mediate protective cellular responses aiming to reduce ER stress and restore ER homeostasis. Therefore, typical proteins encoded by UPR target genes, which were identified as down-regulated by GSGME, are chaperones (e.g. HSPA5, PDIA4, HYOU1, CALR) and co-chaperones (e.g. DNAJC5G, DNAJB1, BAG3), both of which are implicated in the refolding of proteins, and components of the ER-associated degradation (ERAD) machinery (e.g. HERPUD1). The ERAD machinery is involved in the clearance of misfolded proteins that cannot be refolded in the ER and, therefore, are retrotranslocated to the cytosol, where they become degraded by the proteasome after being ubiquitinated by E3 ubiquitin ligases [46]. Down-regulation of these UPR target genes by GSGME is likely mediated by the identified down-regulation of XBP1. The spliced (s) XPB1 is a critical transcriptional regulator of ER stress response by inducing genes that cope with ER stress factors (ER chaperones, ERAD components) and stimulating phospholipid biosynthesis which leads to an expansion of the ER membrane [9, 47, 48]. Transcriptional regulation of ER stress-responsive genes by sXBP1 and other ER stress-sensitive transcription factors is mediated by binding to ER stress-dependent regulatory promoter motifs [e.g. endoplasmic reticulum stress element (ERSE)]. Functional ERSEs regulated by XBP1 were reported for the MANF and GADD45B genes [49], both of which were identified as down-regulated transcripts in the liver of cows fed GSGME. While GADD45B is localized in the mitochondria and is an activator of pro-survival p38 mitogen-activated protein kinase signaling, MANF is located in the luminal side of the ER and is proposed to help to remove misfolded proteins from the ER by degradation and/or enhancing protein folding [50]. Another ER stress-inducible protein identified as down-regulated by GSGME is PHLDA1/TDAG51, which encodes a protein promoting apoptotic cell death. Apoptosis is induced as consequence of ER stress in the case that ER stress-induced damage is overwhelming and homeostasis cannot be restored [51, 52]. The large proportion of ER stress-induced UPR target genes of total down-regulated transcripts was also reflected by GSEA, according to which ER lumen, ER part and ER were identified as enriched GO annotation terms.

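Of 32 measured chemokine genes, 2 were higher with GSGME, 1 was lower and 29 did not pass the study's criterion in limma. The 1 lower became 2 without Liver_control_1031 or Liver_control_1150. None passed when adjusted over the list alone. CXCL14, a chemokine of epithelial tissues, had a log2 signal of 5.58 ± 0.35 (SD, n = 6) in control and 5.20 ± 0.17 (SD, n = 6) in GSGME cows, a fold of -1.31. CXCL9 and CXCL10, chemokines induced by interferon-gamma, were 1.52-fold and 1.45-fold higher in limma, and neither passed in the methods' t-test or without any one of Liver_control_825, Liver_control_1041, Liver_control_1150 and Liver_GSGME_821. CXCL9 did not pass without Liver_GSGME_1124 either, nor CXCL10 without Liver_GSGME_741 or Liver_GSGME_1143. CXCL14 passed in both tests, but not with cyclic loess, with array weights or without any one of Liver_control_1017, Liver_GSGME_1047, Liver_GSGME_1124 and Liver_GSGME_1001. The mean over the list shifted by 0.03 (exact permutation test, adjusted p = 0.749), while the median of the members' log2 differences was -0.03. Without Liver_GSGME_821 the shift turned negative. CCL3L1 was listed in the gene table as a synonym of CCL3. The transcript named CCL3 had a log2 signal of 6.31 ± 0.16 (SD, n = 6) in control and 6.54 ± 0.23 (SD, n = 6) in GSGME cows, and did not pass the criterion.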

Noteworthy, the chemokine ligands C-X-C motif chemokine ligand 14 (CXCL14) and C-C motif chemokine ligand 3 like 1 (CCL3L1) were also identified as transcripts down-regulated in the liver of cows fed GSGME. These two chemokine ligands belong to a family of about 50 chemokines which as a common feature are key regulators of leukocyte chemotaxis, migration and function, thus playing fundamental roles both in physiological and pathological immune responses, including inflammatory processes [53]. Inflammation is also induced as a consequence of ER stress through IRE1-mediated activation of nuclear factor kappa B (NF-κB) [9, 54]. NF-κB plays a key role in regulating the transcription of a large set of genes involved in all aspects of inflammation (e.g. chemokines, proinflammatory cytokines, inflammatory enzymes, adhesion molecules and various receptors) [55]. Thus, the observed down-regulation of inflammatory chemokines in the liver of cows fed GSGME is not only an indicator of inhibition of hepatic inflammation but likely also of inhibition of ER stress by GSGME. 

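Of 33 measured inflammatory genes induced by NF-kB, 3 were higher with GSGME, none was lower and 30 did not pass the study's criterion in limma. None was higher when adjusted over the list alone. The 3 became 0 in the methods' t-test and without Liver_control_825, Liver_GSGME_821 or Liver_GSGME_741, and 1 with array weights and without Liver_control_1017, Liver_control_1150 or Liver_GSGME_1047. Besides CXCL10, these were VCAM1, an adhesion molecule of endothelium, and IL18, a cytokine, which were named after their values were seen and were 1.35-fold and 1.50-fold higher. TNF had a log2 signal of 5.84 ± 0.16 (SD, n = 6) in control and 6.12 ± 0.20 (SD, n = 6) in GSGME cows, below the fold threshold. The mean over the list shifted by 0.12, with an adjusted p of 0.354 in the exact permutation test and 4 of 6 GSGME cows above the control mean. Of 33 immediate early genes, 3 were lower (GADD45B, PHLDA1 and SOCS3) and none was higher. Their mean shifted by -0.09, at an adjusted p of 0.429 in the exact permutation test, and none was lower when adjusted over the list alone, or 1 without Liver_control_1017, Liver_control_819, Liver_control_1041 or Liver_GSGME_1124.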

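SAA4, a constitutive member of the serum amyloid A family, had a log2 signal of 10.80 ± 0.39 (SD, n = 6) in control cows and 10.18 ± 0.54 (SD, n = 6) in GSGME cows, a fold of -1.54 that passed the study's criterion. Of 34 measured positive acute phase genes, 2 were lower with GSGME, 1 was higher and 31 did not pass the criterion in limma. The 2 became 5 without Liver_control_825, 4 without Liver_control_1041 or with only transcripts of a single symbol, and 1 without Liver_control_1031 or with array weights. SOCS3, a feedback inhibitor of cytokine signalling, was the other lower gene, with a fold of -1.45. APCS, which encodes serum amyloid P component, was 1.42-fold higher, at 11.45 ± 0.12 (SD, n = 6) in control and 11.96 ± 0.24 (SD, n = 6) in GSGME cows, and was the 1 gene that passed when adjusted over the list alone. The mean over the list shifted by -0.16, with all 6 GSGME cows below the control mean and an adjusted p of 0.376 in the exact permutation test. Of 14 negative acute phase genes none passed the criterion, and none was higher when adjusted over the list alone. Their mean shifted by 0.08 (exact permutation test, adjusted p = 0.364).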

In line with the assumption of an inhibition of hepatic inflammation by GSGME is a further finding of transcriptome analysis that the APP SAA4 was one of the genes down-regulated by GSGME. Hepatic synthesis of APPs, like SAA, HP, ceruloplasmin, and C-reactive protein, is greatly induced during systemic inflammation [7] triggered by pro-inflammatory cytokines [56]. In line with the view that high-yielding dairy cows suffer from systemic inflammation in the days after parturition, several studies have demonstrated that APPs are elevated in blood of cows during this phase, even in the absence of clinical signs of disease [7, 57, 58]. Thus, in order to substantiate our observation from transcriptome analysis that GSGME is able to attenuate the acute phase response of the liver, we determined the concentrations of SAA and HP in plasma of cows. In fact, the concentrations of both APPs were reduced in plasma of cows fed GSGME confirming our assumption that GSGME inhibits hepatic inflammation.

miRNAs were also identified as differentially regulated transcripts by GSGME in our transcriptome analysis and single miRNAs can regulate the expression of a large number of protein-coding target mRNAs, mainly at the posttranscriptional level. This is mediated by binding to complementary mRNA sequences, thereby causing their degradation or repression of protein translation, and, thus, inhibition of gene expression. Due to the great regulatory potential of miRNAs for regulating gene expression, we performed bioinformatic target prediction. Interestingly, the 185 target mRNAs predicted for mir-376c, which was up-regulated by GSGME, included several inflammatory chemokines, chemokine receptors, interleukins (ILs) and IL receptors [CCL15, CCL28, C-X9-C motif containing 4 (CMC4), CCR9, IL33, IL20RB]. Noteworthy, the target mRNAs predicted for mir-376c also included genes involved critically in the UPR including DDIT3/CHOP, eukaryotic translation initiation factor 2A (EIF2A) and the chaperone HSPD1. Although the predicted UPR target genes were not identical with the UPR target genes identified as differentially regulated, these findings strengthen our observation that GSGME causes down-regulation of ER stress target genes. 

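Of the 185 targets predicted for mir-376c, 120 were measured on a transcript with 1 symbol. Of these, 3 were higher with GSGME, none was lower and 117 did not pass the study's criterion in limma, and none passed when adjusted over the list alone. The 3 became 8 without Liver_control_819 and 5 with cyclic loess and without Liver_control_1017, Liver_GSGME_1047 or Liver_GSGME_1001, and up to 2 targets were lower with 1 cow left out (2 without Liver_control_1031 or Liver_GSGME_1047). Without Liver_control_1041, 1 was higher when adjusted over the list alone. The mean log2 signal of the targets was 6.61 ± 0.06 (SD, n = 6) in control cows and 6.64 ± 0.03 (SD, n = 6) in GSGME cows, a shift of 0.03 with an adjusted p of 0.429 in the exact permutation test. STMN1 and CYP2C90, a cytochrome P450, were 2.57-fold and 1.85-fold higher. ECT2L, named after its value was seen, was 1.32-fold higher. DDIT3, the UPR transcription factor CHOP, had a log2 difference of -0.08 (standard error 0.16, adjusted p = 0.936 from limma). EIF2A had a log2 difference of 0.05 (standard error 0.08), CCL28 of -0.21 (standard error 0.19) and IL33 of 0.11 (standard error 0.16), and none of them passed the criterion. CCR9, IL20RB and CMC4 had log2 differences of 0.10, -0.09 and -0.04 and did not pass it either. Of the other targets the paper names, HSPD1 was not matched to a transcript with 1 symbol, and CCL15 is not reported here.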

Interestingly, CHOP is regulated by all branches of the UPR, in particular by ATF6, and is a powerful inducer of apoptosis during ER stress [59], while EIF2A encodes the initiator of protein translation eIF2α and inhibition of eIF2α phosphorylation in response to ER stress has long been known to be a cytoprotective mechanism, because inhibition of translation reduces global protein synthesis and thus work load of the ER [60]. Considering that mRNAs from up-regulated miRNAs are targeted for degradation and thus less transcribed, indicates that expression of genes involved in immune responses and critical genes of the UPR are inhibited by GSGME.

Nevertheless, we have recently reported that hepatic mRNA abundances of UPR target genes determined by qPCR analysis, such as ATF4, BAK1, BAX, CASP3, DDIT3, EDEM1, HSPA5, PDIA4 and XBP1, are not different between cows fed GSGME and control cows [13], because statistical evaluation of these data indicated no significant effect. Despite this, it was particularly striking that qPCR analyses showed a marked and consistent reduction in the mRNA abundances of all UPR target genes by 44% in average of all genes (variation between 25–65%). In addition, our recent study revealed that GSGME causes a strong and significant down-regulation of FGF21 in the liver of these cows. FGF21 is an important metabolic hormone regulating fatty acid oxidation and ketogenesis [61] and recent evidence indicated that FGF21 acts also as a stress hormone and is induced as a consequence of ER stress [62]. Thus, it is not surprising that FGF21 in the liver of dairy cows is dramatically induced during early lactation [63–65], because ER stress and various other stressors (negative energy balance, microbial pathogens) are present during the periparturient phase.

In connection with our results from transcriptome analysis, we are confident to postulate that GSGME is able to inhibit ER stress in the liver of dairy cows. Although we have no direct evidence for this, it is possible that attenuation of ER stress and inflammation was responsible for an increased utilization of energy and nutrients in these cows as reported recently [13]. Immune system activation is an energy-demanding process that necessitates a reallocation of nutrients and energy from dispensable functions such as growth and production [7]. It is well known that even subclinical inflammation increases the requirement of energy and amino acids, e.g. for the production of APPs and moreover has adverse effects on metabolism, e.g. by an increase of plasma cortisol [6, 66, 67]. The hypothesis that milk production is increased by an attenuation of inflammation has been confirmed in several studies in which supplementation of dairy cows with non-steroidal anti-inflammatory drugs during early lactation caused an increased milk yield [68–70]. The observed inhibition of ER stress and the parallel increase of milk yield by GSGME [13] is noteworthy regarding the relatively low amount of GSGME fed to the cows (1% of DM in the TMR). Other studies dealing with the effect of grape products in ruminants (cows or ewes) used markedly higher concentrations, such as 5 kg dried GM per cow and day [71], 10% grape residue silage of feed DM [72], and 300 g GS per ewe and day [73]. Despite the feeding of much higher amounts of grape products in these studies, only one study observed a slight improvement of milk yield compared to the control group [71]. However, none of these studies investigated the effect of grape products on ER stress and inflammatory signaling pathways, but on methanogenesis and intraruminal and total tract nutrient digestibility. Therefore, further studies dealing with the effects of grape products, with particular consideration of dose–response relationships, on ER stress and inflammatory pathways in the liver of high-yielding dairy cows during the transition period are required, in order to confirm potential beneficial effects of grape products on these pathways and to figure out the optimum supplementary dose.

A further striking observation from transcriptome analysis was that the most enriched GO terms associated with the genes up-regulated by GSGME are dealing with cell cycle regulation, such as M phase, cell cycle phase, mitotic cell phase, microtubule cytoskeleton, mitosis, nuclear and cell division. This is due to the fact that many of the proteins encoded by the up-regulated genes, like topoisomerase (DNA) II alpha (TOP2A), cyclin dependent kinase inhibitor 3 (CDKN3), stathmin 1 (STMN1), epithelial cell transforming 2 (ECT2), DEP domain containing 1 (DEPDC1), centromere protein A (CENPA), CENPF, CENPO, cytoskeleton associated protein 2 (CKAP2), kinesin family member 11 (KIF11), KIF20A, KIF4A, KIF20B, KIF15, BUB1B mitotic checkpoint serine/threonine kinase B (BUB1B), growth arrest specific 2 like 3 (GAS2L3), structural maintenance of chromosomes 4 (SMC4), SMC2, SPC25 NDC80 kinetochore complex component (SPC25), cyclin A2 (CCNA2), NDC80 kinetochore complex component (NUF2), β-tubulin (TUBB) and many others, have important biological functions within mitosis, cell cycle arrest, mitotic spindle organization, cytokinesis, mitotic chromosome condensation, metaphase/anaphase transition, chromosome organization, regulation of cyclin-dependent kinases and nucleosome assembly. For instance, KIF11, KIF20A, KIF4A, KIF20B and KIF15 encode proteins of the kinesin superfamily, a group of microtubule-dependent molecular motors. 

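Of 12 measured mitotic kinesins, 7 were higher with GSGME, none was lower and 5 did not pass the study's criterion in limma, and 6 were higher when adjusted over the list alone. KIF11, which separates the spindle poles, was 2.24-fold higher (log2 signal 4.80 ± 0.56 in control and 5.97 ± 0.63 in GSGME cows, SD, n = 6 each). KIF4A was 2.13-fold higher, CENPE 1.83-fold and KIF15 1.50-fold. The mean over the list was 5.27 ± 0.25 (SD, n = 6) in control and 5.82 ± 0.41 (SD, n = 6) in GSGME cows, a shift of 0.55. Its adjusted p was 0.0833 in the exact permutation test, 0.0455 without Liver_control_1041 and between 0.0455 and 0.204 with each cow left out in turn. In camera its adjusted p was 0.116 with an estimated correlation. Of 25 other kinesins, which carry cargo or act outside mitosis, none passed the criterion, and none did when adjusted over the list alone. Their mean shifted by -0.04 (exact permutation test, adjusted p = 0.354). The paper names KIF11, KIF20A, KIF4A and KIF15 as higher on these samples, so the mitotic kinesin list is not independent evidence. Nor is its contrast with the other kinesins.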

Proteins of the kinesin superfamily provide force for intracellular transport and cell division and are essential for mitosis and meiosis [74]. An important role during mitosis also plays topoisomerase IIα, encoded by the most strongly up-regulated gene TOP2A (2.9-fold), in resolving anaphase bridges between sister chromatids to ensure that daughter cells receive only one copy of each chromosome [75]. In this regard, centromer proteins, like CENPA, CENPF, CENPO, all of which were also up-regulated by GSGME, are localized to centromeric DNA, also called kinetochores, throughout the cell cycle and ensure correct chromosome attachment to the microtubules, equal segregation of sister chromatids, and their movement to the opposite poles [76]. Also in agreement with the observation that genes involved in mitosis and cell cycle are induced by GSGME is that several genes encoding histone proteins, which play a role for nucleosome assembly and thus affect chromatin structure, were up-regulated by GSGME. 

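Of 33 measured centromere and kinetochore genes, 16 were higher with GSGME, none was lower and 17 did not pass the study's criterion in limma, and 14 were higher when adjusted over the list alone. The 14 became 0 in the methods' t-test, with array weights and without Liver_control_1017 or Liver_GSGME_1124, 2 without Liver_control_1150, Liver_GSGME_741 or Liver_GSGME_1143, 4 without Liver_control_825, 8 without Liver_GSGME_1047 and 9 without Liver_control_819. CENPA, the histone H3 variant of centromeres, was 2.49-fold higher (log2 signal 3.86 ± 0.60 in control and 5.17 ± 0.70 in GSGME cows, SD, n = 6 each). Its control mean lies close to the median olfactory receptor, 3.66. BUB1B, a kinase of the spindle checkpoint, was 2.19-fold higher, CENPF 2.45-fold and CENPO 1.61-fold. All 6 GSGME cows lay above the control mean of the list, which shifted by 0.51 (exact permutation test, adjusted p = 0.0833). Without Liver_control_1041 the adjusted p was 0.0455 in the same permutation test, and each cow left out in turn gave 0.0455 to 0.204. In camera it was 0.116 with an estimated correlation. The paper names CENPA, CENPF, CENPO and BUB1B as higher on these samples, so this list is not independent evidence either.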

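H3C13, a gene of histone H3, was 1.68-fold higher with GSGME, with a log2 signal of 7.71 ± 0.36 (SD, n = 6) in control and 8.45 ± 0.47 (SD, n = 6) in GSGME cows. H1-4, a linker histone gene, was 1.40-fold higher, at 9.42 ± 0.36 and 9.91 ± 0.29 (SD, n = 6 each). The other 5 histone genes past the criterion, named after their values were seen, were H2AC21, H2AC20, H2BC4, H2BC3 and H2AC14, with folds of 1.32, 1.30, 1.36, 1.57 and 1.33. Copies of histone genes are near-identical in sequence, so that probes may take signal from several of them. The histone genes of Table 1, LOC618147, LOC787465 and HIST2H2BF, were not matched to a transcript with 1 symbol and are not among these.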

Although it is difficult to estimate the precise biological implication of an up-regulation of genes involved in mitosis or cell cycle regulation by GSGME in the context of early-lactating dairy cows, this effect might be explained, at least in part, by the well-described effects of different polyphenolic compounds contained in GSGME on cell cycle regulation and apoptosis, effects that are made responsible for the anti-cancer activities of many polyphenols [77]. For instance, quercetin [78], curcurmin [79], ellagic acid [80], epigallocatechin-3-gallate [81] and resveratrol [82] were found to induce the critical cell cycle regulator p53 and, subsequently, cell cycle arrest and apoptosis in different cancer cells. On the other hand, induction of p53-mediated cell cycle arrest by polyphenolic compounds in normal cells allows complete repair of DNA damage before continuing with cellular division through p53-induced formation of different DNA repair proteins, like mutL homolog 1 and Rad51 recombinase [83, 84]. Due to the central role of p53 for cell cycle regulation and the large number of up-regulated genes involved in this process, it was not surprising to identify cell cycle as an enriched KEGG pathway.

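Of 22 measured target genes of p53, 1 was higher with GSGME, none was lower and 21 did not pass the study's criterion in limma. None was higher when adjusted over the list alone. CCNG1, a cyclin induced by p53, was 1.30-fold higher, at a log2 signal of 8.78 ± 0.42 (SD, n = 6) in control and 9.16 ± 0.05 (SD, n = 6) in GSGME cows. CCNG1 did not pass in the methods' t-test, with cyclic loess, with array weights or without any one of Liver_control_825, Liver_control_1150, Liver_GSGME_741 and Liver_GSGME_1143. CDKN1A, the p53-induced inhibitor of cyclin-dependent kinases, had a log2 difference of -0.35 (standard error 0.18) and did not pass, except without Liver_control_1017, Liver_control_825, Liver_control_1031 or Liver_GSGME_1047. The list mean shifted by -0.02, with an adjusted p of 0.749 in the exact permutation test, and turned positive without Liver_control_1150. The median of the members' log2 differences was 0.01.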

Besides their anti-inflammatory properties, pronounced effects of polyphenols on lipid metabolism have been reported. In rodent models, it has been shown that dietary polyphenols are able to lower plasma lipid concentrations and prevent the development of fatty liver by influencing several pathways of lipid metabolism, including inhibition of lipogenesis and activation of β-oxidation [23, 85]. In dairy cows, hepatic lipid metabolism is a physiological key aspect of health in dairy cows. It has been well established that disturbances of hepatic lipid metabolism, such as a low rate of β-oxidation and a limited capacity of the liver for the secretion of lipids into the blood are critical events in the development of fatty liver and ketosis [86, 87]. Recently, it has been observed that hepatic metabolism of glycerol- and ether phospholipids is closely linked to plasma concentrations of NEFA, BHBA and glucose, three key factors of the metabolic status of dairy cows during early lactation [20]. Imhashly et al. [88] recently showed, using lipidomic analysis of plasma, that concentrations of some unsaturated PC, LPC and SM species (such as PC 36:4, PC 36:5, PC 36:6, LPC 18:1, LPC 18:2, LPC 18:3, SM 39:1, SM 43:3) in dairy cows are continuously increasing after birth. A common feature of these phospholipids is their requirement for the secretion of hepatic TAG as very low-density lipoprotein particles. Thus, an increased formation and secretion of these phospholipids after birth has been regarded as a means of the liver to prevent accumulation of lipids [88]. In the present study, we observed that concentrations of all the individual phospholipids, and even their molecular species, in plasma of dairy cows in week 1 postpartum are not influenced by feeding GSGME. As the greatest part of plasma phospholipids is synthesized in the liver, this finding strongly suggests that phospholipid metabolism in the liver was not influenced by polyphenols from GSGME. The finding that fatty acid moieties of plasma phospholipids were also not changed in the group of cows supplemented with GSGME indicates that polyphenols also did not influence hepatic desaturation and elongation of fatty acids. This finding is of relevance as the fatty acid composition of phospholipids not only influences properties of cellular membranes [89], but certain phospholipid-bound fatty acids such as arachidonic acid are serving also as precursors for the synthesis of pro-inflammatory eicosanoids [90]. The finding that supplementation of GSGME did not influence the concentrations of free cholesterol and cholesterol esters indicates that polyphenols do not modify hepatic cholesterol metabolism. This finding agrees with our recent study which showed that GSGME does not influence hepatic cholesterol concentration [13]. Ceramide and ceramide-derived sphingolipids are structural components of membranes. In plasma, ceramides are transported as components of low-density lipoproteins of hepatic origin [91]. Ceramides are of physiological relevance as their plasma concentrations have been linked to insulin resistance, oxidative stress, and inflammation [22, 92–94], conditions which are commonly observed in dairy cows during the transition period. Recently, Rico et al. [91] have shown that overweight dairy cows have increased plasma concentrations of ceramides and these are closely linked with the progression of insulin resistance. These authors suggested that ceramides may have a fundamental role in the homeorhetic adaptation to early lactation in dairy cows. Our lipidomic analysis revealed that polyphenols from GSGME do not influence plasma concentrations and the molecular profile of ceramides in plasma. Thus, we conclude that beneficial effects of GSGME on inflammation and ER stress in the liver were independent of metabolism of ceramides.

## Conclusion

The present findings from transcriptome analysis of the liver of cows fed GSGME during the transition period at 1 week postpartum indicates that polyphenol-rich feed components, such as GSGME, are able to down-regulate a large set of genes involved in ER stress-induced UPR and inflammatory processes. The observation that GSGME induces specific miRNAs, which are known to bind and thus degrade mRNAs encoding proteins of the UPR and inflammation, indicates that at least some of the GSGME effects on the hepatic transcriptome of dairy cows are mediated by miRNA-mRNA interactions. In contrast, transcriptome analysis of the liver of these cows did not reveal alterations in the expression of genes involved in important metabolic pathways, such as lipid metabolism. This finding is in agreement with our results from plasma lipid profiling demonstrating no differences in the concentrations of individual species of major and minor lipid classes between cows fed GSGME and control cows. 

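No gene of 4 lists of lipid metabolism passed the study's criterion in limma, and none passed when adjusted over its list alone. The lists do not hold every lipid gene. SGPL1, a sphingolipid enzyme outside them, was lower at the criterion in limma with a fold of -1.52, but not in the methods' t-test. With 1 cow left out, 1 gene of oxidation and ketogenesis was higher without Liver_control_825, Liver_control_1041 or Liver_control_1150, 1 of fatty acid synthesis without Liver_control_819 and 2 without Liver_control_1041, and 1 phospholipid or sphingolipid gene was lower without Liver_control_1150. With only transcripts of a single symbol 1 gene of oxidation and ketogenesis was higher, and with array weights 1 of fatty acid synthesis. The lists held 28 measured genes of fatty acid oxidation and ketogenesis, 28 of fatty acid and triacylglycerol synthesis, 17 of cholesterol synthesis and 38 of phospholipid and sphingolipid metabolism. At an unadjusted p under 0.05 in limma there were 0, 1, 0 and 3 genes, all lower with GSGME. The list means shifted by 0.11, 0.07, 0.02 and 0.02, of which that of cholesterol synthesis turned negative with cyclic loess between arrays, with adjusted p of 0.398, 0.749, 0.920 and 0.749 in the exact permutation test. The second turned negative without Liver_control_1017, the third without any one of Liver_control_1017, Liver_control_1031, Liver_control_1150, Liver_GSGME_821 and Liver_GSGME_1047, and the fourth without Liver_control_1150 and when the median over the members was taken in each cow. FABP1, the fatty acid carrier of hepatocytes, had a log2 signal of 11.97 ± 0.78 (SD, n = 6) in control and 12.55 ± 0.15 (SD, n = 6) in GSGME cows, and CPT1A, which takes fatty acids into mitochondria, had 10.37 ± 0.18 and 10.56 ± 0.15 (SD, n = 6 each). MLXIPL, a transcription factor of lipogenesis, had a log2 difference of -0.26 (standard error 0.11), and SMPD2, a sphingomyelinase, of -0.22 (standard error 0.08), both under the fold threshold.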

Considering that both ER stress and inflammatory processes are considered to contribute to liver-associated diseases, which frequently occur during early lactation in high-yielding dairy cows, and to impair milk performance in dairy cows, it is likely that inhibition of ER stress and inflammation is responsible for the recently observed increase in milk yield of dairy cows fed GSGME.

## Additional files

Additional file 1: Table S1. Characteristics of gene-specific primers used for qPCR.

Additional file 2: Table S2. Predicted mRNAs of the highly conserved differentially regulated miRNAs including gene names, total and 8mer, 7mer and 6mer sites and cumulative weighted context++ score.

Additional file 3: Tables S3-S9. Concentrations of various lipid species in plasma (μM) of cows fed grape seed and grape marc meal extract (GSGME) and control cows at 1 week postpartum.

## Abbreviations

APP: Acute phase protein
ATF6: Activating trascription factor 6 ATF6
BAG3: BCL2-associated anthanogene 3
BAK1: BCL2 antagonist/killer 1
BAX: BCL2 associated X, apoptosis regulator
BHBA: β-hydroxybutyrate
BUB1B: BUB1B mitotic checkpoint serine/threonine kinase B
CALR: Calreticulin
CASP3: Caspase 3
CCL3L1: C-C motif chemokine ligand 3 like 1
CCNA2: Cyclin A2
CDKN3: Cyclin dependent kinase inhibitor 3
cDNA: Complementary DNA
CE: Cholesteryl esters
CENPA: Centromere protein A
Cer: Ceramides
CHOP: C/EBP homologous transcription factor protein
CKAP2: Cytoskeleton associated protein 2
CMC4: C-X9-C motif containing 4
CP: Crude protein
cRNA: Complementary RNA
CV: Coefficient of variability
CXCL14: Chemokine ligand 14
DAVID: Database for Annotation, Visualization and Integrated Discovery
DDIT3: DNA damage inducible transcript 3 (DDIT3)
DEPDC1: DEP domain containing 1
DMI: Dry matter intake
DNAJB11: DnaJ (Hsp40) homolog, subfamily B, member 11
DNAJC5G: DnaJ (Hsp40) homolog, subfamily C, member 5G
ECT2: Epithelial cell transforming 2
EDEM1: ER degradation enhancing alpha-mannosidase-like protein 1
EIF2A: Eukaryotic translation initiation factor 2A
ER: Endoplasmic reticulum
ERAD: ER-associated degradation
ERSE: Endoplasmic reticulum stress elements
ESI-MS/MS: electrospray ionization tandem mass spectrometry
FC: Fold-change
FC: Free cholesterol
FDR: False discovery rates
FGF-21: Fibroblast-growth factor-21
GADD45B: Growth arrest and DNA damage inducible beta
GAS2L3: Growth arrest specific 2 like 3
GEO: Gene expression omnibus
GO: Gene ontology
GSEA: Gene set enrichment analysis
GSGME: Grape seed and grape marc meal extract
HERPUD1: Homocysteine inducible ER protein with ubiquitin like domain 1
HexCer: Hexosylceramides
HP: Haptoglobin
HSPA5: Heat shock 70 kDa protein 5
HYOU1: Hypoxia up-regulated 1 (HYOU1)
IL: Interleukin
KEGG: Kyoto encyclopedia of genes and genomes
KFB: Centre of excellence for fluorescent bioanalytics
KIF11: Kinesin family member 11
LPC: Lysophosphatidylcholine
MANF: Mesencephalic astrocyte-derived neurotrophic factor
NE: Net energy
NEB: Negative energy balance
NEFA: Non-esterified fatty acids
NF-κB: Nuclear factor kappa B
NUF2: NDC80 kinetochore complex component
PC: Phosphatidylcholine
PDIA4: Protein disulfide isomerase family A, member 4
PE: Phosphatidylethanolamine
PE-P: PE-based plasmalogens
PERK: Protein kinase (RNA)-like endoplasmic reticulum kinase
PHLDA1: Pleckstrin homology-like domain, family A, member 1
PI: Phosphatidylinositol
PPP1R3C: Protein phosphatase 1 regulatory subunit 3C
qPCR: Quantitative real-time polymerase chain reaction
RIN: RNA integrity number
RMA: Robust multichip analysis
SAA: Serum amyloid A
SM: Sphingomyelin
SMC4: Structural maintenance of chromosomes 4
SPC25: SPC25 NDC80 kinetochore complex component (SPC25)
ss: Single-stranded
STMN1: Stathmin 1
TAG: Triacylglycerols
TMR: Total mixed ration
TPO2A: Topoisomerase (DNA) II alpha
TUBB: β-tubulin
UPR: Unfolded protein response
WARS: Tryptophanyl-tRNA synthetase
XBP1: X-box binding protein 1

## References

[1] Drackley JK (1999). Biology of dairy cows during the transition period: the final frontier?. J Dairy Sci.

[2] Drackley JK, Overton TR, Douglas GN (2001). Adaptations of glucose and long-chain fatty acid metabolism in liver of dairy cows during the periparturient period. J Dairy Sci.

[3] Plaizier JC, Krause DO, Gozho GN, McBride BW (2008). Subacute ruminal acidosis in dairy cows: the physiological causes, incidence and consequences. Vet J.

[4] Vels L, Rontved CM, Bjerring M, Ingvartsen KL (2009). Cytokine and acute phase protein gene expression in repeated liver biopsies of dairy cows with a lipopolysaccharide-induced mastitis. J Dairy Sci.

[5] Zebeli Q, Metzler-Zebeli BU (2012). Interplay between rumen digestive disorders and diet-induced inflammation in dairy cattle. Res Vet Sci..

[6] Bionaz M, Trevisi E, Calamari L, Librandi F, Ferrari A, Bertoni G (2007). Plasma paraoxonase, health, inflammatory conditions, and liver function in transition dairy cows. J Dairy Sci.

[7] Bradford BJ, Yuan K, Farney JK, Mamedova LK, Carpenter AJ (2015). Invited review: inflammation during the transition to lactation: New adventures with an old flame. J Dairy Sci.

[8] Gessner DK, Schlegel G, Ringseis R, Schwarz FJ, Eder K (2014). Up-regulation of endoplasmic reticulum stress induced genes of the unfolded protein response in the liver of periparturient dairy cows. BMC Vet Res.

[9] Cnop MF, Foufelle F, Velloso LA (2012). Endoplasmic reticulum stress, obesity and diabetes. Trends Mol Med.

[10] Ringseis R, Gessner DK, Eder K (2015). Molecular insights into the mechanisms of liver-associated diseases in early-lactating dairy cows: hypothetical role of endoplasmic reticulum stress. J Anim Physiol Anim Nutr (Berl).

[11] Xia EQ, Deng GF, Guo YJ, Li HB (2010). Biological activities of polyphenols from grapes. Int J Mol Sci.

[12] Landete JM (2012). Updated knowledge about polyphenols: functions, bioavailability, metabolism, and health. Crit Rev Food Sci Nutr.

[13] Gessner DK, Koch C, Romberg FJ, Winkler A, Dusel G, Herzog E, Most E, Eder K (2015). The effect of grape seed and grape marc meal extract on milk performance and the expression of genes of endoplasmic reticulum stress and inflammation in the liver of dairy cows in early lactation. J Dairy Sci.

[14] Romier B, Schneider YJ, Larondelle Y, During A (2009). Dietary polyphenols can modulate the intestinal inflammatory response. Nutr Rev.

[15] Vendrame S, Klimis-Zacas D (2015). Anti-inflammatory effect of anthocyanins via modulation of nuclear factor-κB and mitogen-activated protein kinase signaling cascades. Nutr Rev.

[16] Gessner DK, Ringseis R, Eder K (2016). Potential of plant polyphenols to combat oxidative stress and inflammatory processes in farm animals. J Anim Physiol Anim Nutr (Berl).

[17] Loor JJ, Dann HM, Everts RE, Oliveira R, Green CA, Guretzky NA, Rodriguez-Zas SL, Lewin HA, Drackley JK (2005). Temporal gene expression profiling of liver from periparturient dairy cows reveals complex adaptive mechanisms in hepatic function. Physiol Genomics.

[18] Loor JJ, Dann HM, Guretzky NA, Everts RE, Oliveira R, Green CA, Litherland NB, Rodriguez-Zas SL, Lewin HA, Drackley JK (2006). Plane of nutrition prepartum alters hepatic gene expression and function in dairy cows as assessed by longitudinal transcript and metabolic profiling. Physiol Genomics.

[19] Loor JJ, Everts RE, Bionaz M, Dann HM, Morin DE, Oliveira R, Rodriguez-Zas SL, Drackley JK, Lewin HA (2007). Nutrition-induced ketosis alters metabolic and signaling gene networks in liver of periparturient dairy cows. Physiol Genomics.

[20] Ha NT, Gross JJ, van Dorland A, Tetens J, Thaller G, Schlather M, Bruckmaier R, Simianer H (2015). Gene-based mapping and pathway analysis of metabolic traits in dairy cows. PLoS One.

[21] Hamada Y, Nagasaki H, Fujiya A, Seino Y, Shang QL, Suzuki T, Hashimoto H, Oiso Y (2014). Involvement of de novo ceramide synthesis in pro-inflammatory adipokine secretion and adipocyte-macrophage interaction. J Nutr Biochem.

[22] Gomez-Muñoz A, Presa N, Gomez-Larrauri A, Rivera IG, Trueba M, Ordoñez M (2016). Control of inflammatory responses by ceramide, sphingosine 1-phosphate and ceramide 1-phosphate. Prog Lipid Res.

[23] Aguirre L, Portillo MP, Hijona E, Bujanda L (2014). Effects of resveratrol and other polyphenols in hepatic steatosis. World J Gastroenterol.

[24] Gessner DK, Schlegel G, Keller J, Schwarz FJ, Ringseis R, Eder K (2013). Expression of target genes of nuclear factor E2-related factor 2 in the liver of dairy cows in the transition period and at different stages of lactation. J Dairy Sci.

[25] GfE (German Society of Nutrition Physiology) (2001). Empfehlungen zur Energie- und Nährstoffversorgung der Milchkühe und Aufzuchtrinder.

[26] VDLUFA (Verband Deutscher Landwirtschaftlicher Untersuchungs- und Forschungsanstalten) (2007). VDLUFA-Methodenbuch. Band III: Die chemische Untersuchung von Futtermitteln. Ergänzungslieferungen von 1983, 1988, 1992, 1997, 2004, 2006, 2007.

[27] Winkler A, Weber F, Ringseis R, Eder K, Dusel G (2015). Determination of polyphenol and crude nutrient content and nutrient digestibility of dried and ensiled white and red wine grape pomace cultivars. Arch Anim Nutr.

[28] Seker E (2002). The determination of the energy values of some ruminant feeds by using digestibility trial and gas test. Revue Méd Vét.

[29] Edgar R, Domrachev M, Lash AE (2002). Gene expression omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res.

[30] Irizarry RA, Hobbs B, Collin F, Beazer-Barclay YD, Antonellis KJ, Scherf U, Speed TP (2003). Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics.

[31] Lewis BP, Burge CB, Bartel DP (2005). Conserved seed pairing, often flanked by adenosines, indicates that thousands of human genes are microRNA targets. Cell.

[32] Agarwal V, Bell GW, Nam JW, Bartel DP (2015). Predicting effective microRNA target sites in mammalian mRNAs. Elife.

[33] da Huang W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc.

[34] Huang DW, Sherman BT, Lempicki RA (2009). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res.

[35] Vandesompele J, De Preter K, Pattyn F, Poppe B, Van Roy N, De Paepe A, Speleman F (2002). Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes. Genome Biol.

[36] Bligh EG, Dyer WJ (1959). A rapid method of total lipid extraction and purification. Can J Biochem Physiol.

[37] Liebisch G, Lieser B, Rathenberg J, Drobnik W, Schmitz G (2004). High-throughput quantification of phosphatidylcholine and sphingomyelin by electrospray ionization tandem mass spectrometry coupled with isotope correction algorithm. Biochim Biophys Acta.

[38] Liebisch G, Binder M, Schifferer R, Langmann T, Schulz B, Schmitz G (2006). High throughput quantification of cholesterol and cholesteryl ester by electrospray ionization tandem mass spectrometry (ESI-MS/MS). Biochim Biophys Acta.

[39] Liebisch G, Drobnik W, Lieser B, Schmitz G (2002). High-throughput quantification of lysophosphatidylcholine by electrospray ionization tandem mass spectrometry. Clin Chem.

[40] Liebisch G, Drobnik W, Reil M, Trumbach B, Arnecke R, Olgemoller B, Roscher A, Schmitz G (1999). Quantitative measurement of different ceramide species from crude cellular extracts by electrospray ionization tandem mass spectrometry (ESI-MS/MS). J Lipid Res.

[41] Brügger B, Erben G, Sandhoff R, Wieland FT, Lehmann WD (1997). Quantitative analysis of biological membrane lipids at the low picomole level by nano-electrospray ionization tandem mass spectrometry. Proc Natl Acad Sci U S A.

[42] Matyash V, Liebisch G, Kurzchalia TV, Shevchenko A, Schwudke D (2008). Lipid extraction by methyl-tertbutylether for high-throughput lipidomics. J Lipid Res.

[43] Zemski Berry KA, Murphy RC (2004). Electrospray ionization tandem mass spectrometry of glycerophosphoethanolamine plasmalogen phospholipids. J Am Soc Mass Spectrom.

[44] Liebisch G, Vizcaino JA, Kofeler H, Trotzmuller M, Griffiths WJ, Schmitz G, Spener F, Wakelam MJ (2013). Shorthand notation for lipid structures derived from mass spectrometry. J Lipid Res.

[45] Loor JJ (2010). Genomics of metabolic adaptations in the peripartal cow. Animal.

[46] Lemus L, Goder V (2014). Regulation of endoplasmic reticulum-associated protein degradation (ERAD) by ubiquitin. Cells.

[47] Marciniak SJ, Ron D (2006). Endoplasmic reticulum stress signaling in disease. Physiol Rev.

[48] Fu S, Watkins SM, Hotamisligil GS (2012). The role of endoplasmic reticulum in hepatic lipid homeostasis and stress signaling. Cell Metab.

[49] Mizobuchi N, Hoseki J, Kubota H, Toyokuni S, Nozaki J, Naitoh M, Koizumi A, Nagata K (2007). ARMET is a soluble ER protein induced by the unfolded protein response via ERSE-II element. Cell Struct Funct.

[50] Liu H, Tang X, Gong L (2015). Mesencephalic astrocyte-derived neurotrophic factor and cerebral dopamine neurotrophic factor: New endoplasmic reticulum stress response proteins. Eur J Pharmacol.

[51] Breckenridge DG, Germain M, Mathai JP, Nguyen M, Shore GC (2003). Regulation of apoptosis by endoplasmic reticulum pathways. Oncogene.

[52] Rutkowski DT, Kaufman RJ (2004). A trip to the ER: coping with stress. Trends Cell Biol.

[53] Proudfoot AE, Uguccioni M (2016). Modulation of chemokine responses: synergy and cooperativity. Front Immunol.

[54] Momoi T (2004). Caspases involved in ER stress-mediated cell death. J Chem Neuroanat.

[55] Barnes PJ, Karin M (1997). Nuclear factor-kappaB: a pivotal transcription factor in chronic inflammatory diseases. N Engl J Med.

[56] Venteclef N, Jakobsson T, Steffensen KR, Treuter E (2011). Metabolic nuclear receptor signaling and the inflammatory acute phase response. Trends Endocrinol Metab.

[57] Graugnard DE, Moyes KM, Trevisi E, Khan MJ, Keisler D, Drackley JK, Bertoni G, Loor JJ (2013). Liver lipid content and inflammometabolic indices in peripartal dairy cows are altered in response to prepartal energy intake and postpartal intramammary inflammatory challenge. J Dairy Sci.

[58] Akbar H, Grala TM, Vailati Riboni M, Cardoso FC, Verkerk G, McGowan J, Macdonald K, Webster J, Schutz K, Meier S, Matthews L, Roche JR, Loor JJ (2015). Body condition score at calving affects systemic and hepatic transcriptome indicators of inflammation and nutrient metabolism in grazing dairy cows. J Dairy Sci.

[59] Morishima N, Nakanishi K, Nakano A (2011). Activating transcription factor-6 (ATF6) mediates apoptosis with reduction of myeloid cell leukemia sequence 1 (Mcl-1) protein via induction of WW domain binding protein 1. J Biol Chem.

[60] Holcik M, Sonenberg N (2005). Translational control in stress and apoptosis. Nat Rev Mol Cell Biol.

[61] Inagaki T, Dutchak P, Zhao G, Ding X, Gautron L, Parameswara V, Li Y, Goetz R, Mohammadi M, Esser V, Elmquist JK, Gerard RD, Burgess SC, Hammer RE, Mangelsdorf DJ, Kliewer SA (2007). Endocrine regulation of the fasting response by PPARα-mediated induction of fibroblast growth factor 21. Cell Metab.

[62] Kim KH, Lee MS (2014). FGF21 as a stress hormone: the roles of FGF21 in stress adaptation and the treatment of metabolic diseases. Diabetes Metab J.

[63] Carriquiry M, Weber WJ, Fahrenkrug SC, Crooker BA (2009). Hepatic gene expression in multiparous Holstein cows treated with bovine somatotropin and fed n-3 fatty acids in early lactation. J Dairy Sci.

[64] Schoenberg KM, Giesy SL, Harvatine KJ, Waldron MR, Cheng C, Kharitonenkov A, Boisclair YR (2011). Plasma FGF21 is elevated by the intense lipid mobilization of lactation. Endocrinology.

[65] Schlegel G, Ringseis R, Keller J, Schwarz FJ, Windisch W, Eder K (2013). Expression of fibroblast growth factor 21 in the liver of dairy cows in the transition period and during lactation. J Anim Physiol Anim Nutr (Berl).

[66] Bertoni G, Trevisi E, Han X, Bionaz M (2008). Effects of inflammatory conditions on liver activity in puerperium period and consequences for performance in dairy cows. J Dairy Sci.

[67] Trevisi E, Bertoni G, Lombardelli R, Minuti A (2013). Relation of inflammation and liver function with the plasma cortisol response to adrenocorticotropin in early lactating dairy cows. J Dairy Sci.

[68] Bertoni G, Trevisi E, Piccioli-Cappelli F (2004). Effects of acetyl-salicylate used in post-calving of dairy cows. Vet Res Commun.

[69] Farney JK, Mamedova LK, Coetzee JF, Minton JE, Hollis LC, Bradford BJ (2013). Sodium salicylate treatment in early lactation increases whole-lactation milk and milk fat yield in mature dairy cows. J Dairy Sci.

[70] Carpenter AJ, Ylioja CM, Vargas CF, Mamedova LK, Mendonca LG, Coetzee JF, Hollis LC, Gehring R, Bradford BJ (2016). Hot topic: early postpartum treatment of commercial dairy cows with nonsteroidal antiinflammatory drugs increases whole-lactation milk yield. J Dairy Sci.

[71] Moate PJ, Williams SR, Torok VA, Hannah MC, Ribaux BE, Tavendale MH, Eckard RJ, Jacobs JL, Auldist MJ, Wales WJ (2014). Grape marc reduces methane emissions when fed to dairy cows. J Dairy Sci.

[72] Santos NW, Santos GTD, Silva-Kazama DC, Grande PA, Pintro PM, de Marchi FE, Jobim CC, Petit HV (2014). Production, composition and antioxidants in milk of dairy cows fed diets containing soybean oil and grape seed residue silage. Livest Sci.

[73] Nudda A, Correddu F, Marzano A, Battacone G, Nicolussi P, Bonelli P, Pulina G (2015). Effects of diets containing grape seed, linseed, or both on milk production traits, liver and kidney activities, and immunity of lactating dairy ewes. J Dairy Sci.

[74] Niwa S (2015). Kinesin superfamily proteins and the regulation of microtubule dynamics in morphogenesis. Anat Sci Int.

[75] Porter AC, Farr CJ (2004). Topoisomerase II: untangling its contribution at the centromere. Chromosome Res.

[76] Perpelescu M, Fukagawa T (2011). The ABCs of CENPs. Chromosoma.

[77] Mocanu MM, Nagy P, Szöllősi J (2015). Chemoprevention of breast cancer by dietary polyphenols. Molecules.

[78] López-Vélez M, Martínez-Martínez F, Del Valle-Ribes C (2003). The study of phenolic compounds as natural antioxidants in wine. Crit Rev Food Sci Nutr.

[79] Jee SH, Shen SC, Tseng CR, Chiu HC, Kuo ML (1998). Curcumin induces a p53-dependent apoptosis in human basal cell carcinoma cells. J Invest Dermatol.

[80] Mertens-Talcott SU, Bomser JA, Romero C, Talcott ST, Percival SS (2005). Ellagic acid potentiates the effect of quercetin on p21waf1/cip1, p53, and MAP-kinases without affecting intracellular generation of reactive oxygen species in vitro. J Nutr.

[81] Yamauchi R, Sasaki K, Yoshida K (2009). Identification of epigallocatechin-3-gallate in green tea polyphenols as a potent inducer of p53-dependent apoptosis in the human lung cancer cell line A549. Toxicol In Vitro.

[82] Hu YQ, Wang J, Wu JH (2016). Administration of resveratrol enhances cell-cycle arrest followed by apoptosis in DMBA-induced skin carcinogenesis in male Wistar rats. Eur Rev Med Pharmacol Sci.

[83] Chen J, Sadowski I (2005). Identification of the mismatch repair genes PMS2 and MLH1 as p53 target genes by using serial analysis of binding elements. Proc Natl Acad Sci U S A.

[84] Arias-Lopez C, Lazaro-Trueba I, Kerr P, Lord CJ, Dexter T, Iravani M, Ashworth A, Silva A (2006). p53 modulates homologous recombination by transcriptional regulation of the RAD51 gene. EMBO Rep.

[85] Bladé C, Arola L, Salvadó MJ (2010). Hypolipidemic effects of proanthocyanidins and their underlying biochemical and molecular mechanisms. Mol Nutr Food Res.

[86] Gruffat D, Durand D, Chilliard Y, Williams P, Bauchart D (1997). Hepatic gene expression of apolipoprotein B100 during early lactation in underfed, high producing dairy cows. J Dairy Sci.

[87] Hayirli A (2006). The role of exogenous insulin in the complex of hepatic lipidosis and ketosis associated with insulin resistance phenomenon in postpartum dairy cattle. Vet Res Commun.

[88] Imhasly S, Bieli C, Naegeli H, Nyström L, Ruetten M, Gerspach C (2015). Blood plasma lipidome profile of dairy cows during the transition period. BMC Vet Res.

[89] Bruni A, van Dijck PW, de Gier J (1975). The role of phospholipid acyl chains in the activation of mitochondrial ATPase complex. Biochim Biophys Acta.

[90] Wenzel SE (1997). Arachidonic acid metabolites: mediators of inflammation in asthma. Pharmacotherapy.

[91] Rico JE, Bandaru VV, Dorskind JM, Haughey NJ, McFadden JW (2015). Plasma ceramides are elevated in overweight Holstein dairy cows experiencing greater lipolysis and insulin resistance during the transition from late pregnancy to early lactation. J Dairy Sci.

[92] Bikman BT (2012). A role for sphingolipids in the pathophysiology of obesity-induced inflammation. Cell Mol Life Sci.

[93] Chavez JA, Siddique MM, Wang ST, Ching J, Shayman JA, Summers SA (2014). Ceramides and Glucosylceramides are independent antagonists of insulin signaling. J Biol Chem.

[94] Maceyka M, Spiegel S (2014). Sphingolipid metabolites in inflammatory disease. Nature.

# Supplementary material for: Analysis of hepatic transcript profile and plasma lipid profile in early lactating dairy cows fed grape seed and grape marc meal extract
**Source:** BMC Genomics. 2017 Mar 23;18:253. doi: 10.1186/s12864-017-3638-1
**Supplement:** Supplementary file 1 — Characteristics of gene-specific primers used for qPCR.

**Table S1 Characteristics of gene-specific primers used for qPCR**

| Gene | Forward primer (from 5` to 3`)  Reverse primer (from 5` to 3`) | Product  size (bp) | NCBI  GenBank |
| --- | --- | --- | --- |
| *BAG3* | TCGTCCTCCTCCTCAGCCAG  TCTGGTACTCGCCCTGCTGA | 187 | NM_001082471 |
| *BUB1B* | AAGGGTAGGTTGCAGAAGGAGG  TGATCCGCCCCTGCCTTAAA | 200 | NM_001145173 |
| *CCNA2* | ATTTGCCGTCAGTTATCGCTGC  TTGACTGTTGTGCGTGCTGTG | 177 | NM_001075123 |
| *CCNL1* | ACCCGAGGATAGACAACAGGC  TGTTCCAGATCGACTCCGCC | 172 | NM_001206311 |
| *CENPA* | CTCCTCTCCTTACACGCCGG  TCAACCAGAGACTTGGGCGG | 124 | NM_001205380 |
| *CENPF* | ACCAGGCATCAGCCAAGTGT  AGGAACGCTGTTGACGGGAG | 168 | NM_001256586 |
| *CKAP2* | CGCAGCCACACTACGGTGAA  CAGGCCGGGTAACTGCTGAG | 151 | NM_001098032 |
| *CXCL14* | AAAGAGCCGAGCACAGCACA  GCTGTAGCGGATCTTGGGTCC | 186 | NM_001034410 |
| *DNAJB11* | ACCCCTCGTCAGCAAGACAG  CCTCGCCACGGGTTTGTTTC | 126 | NM_001034268 |
| *ECT2* | AGAGGGACCTGTGCTTGAAAAGG  AGAGTCTGCCAAGCTTGTACTGC | 131 | NM_001097573 |
| *ESCO2* | TCACCACCGATTTGTGGAGGG  ATAACTCGGGTCACGTGGCAG | 112 | NM_001101182 |
| *GLCE* | CCCAAGGGCTGCTTTATGGC  TCTCCAGAACCACAGACACGC | 178 | NM_174070 |
| *HMMR* | TGCCACACCACACACCAAGT  AGGTTATGAGCAGCGACTTCCC | 122 | NM_001206621 |
| *KIF20A* | GGAGGTCGTAGTCTCCCCCAT  GTAACAAGGGCCTGACCCTCA | 176 | NM_001046288 |
| *MANF* | CTGCCGTGAAGCAAGAGGCA  TCCACAGGGATGTGGTGGGA | 120 | NM_001101211 |
| *PHLDA1* | TCCAACTCGGCCTGAAGAGG  CTACTTGATTTGGTGTGGGGCG | 134 | NM_001105631 |
| *PRR11* | CCGTCTCTGCCACCGAGAAC  GTCTGGATGCTCACCACCCG | 157 | NM_001098137 |
| *RRM2* | GGGCTCAGCTTAGCGGACAA  CCACACTGGGGGCAGATAGC | 133 | NM_001244181 |
| *SAA4* | TCAAGGAGGCTGTGCAAGGG  GCAGCCTCGTAGTTCCCTCG | 122 | NM_001040505 |
| *SOCS3* | ATCCCTCTGGTGTTGAGCCG CCAGGAACTCCCGAATGGGC | 136 | NM_174466 |
| *SPC25* | CCCTAAGCATCCTGATCGCCC  TGCGAGGCACTCAAGACGAG | 100 | NM_001034230 |
| *STMN1* | CTCGGACGGAGCAGGGTTTT  TGAGGCACGCTTCTCCAGTTC | 122 | NM_001034790 |
| *TUBB* | GCCCCGTATACACTTTGAGGC  CGGTCCAGTTGTAGGTCGCT | 187 | NM_001046549 |
| *UAP1* | GCAATTCCCCGCAGTGCTAC  ACTGGATTGGCACATCATTGGC | 94 | NM_001046404 |

# Supplementary material for: Analysis of hepatic transcript profile and plasma lipid profile in early lactating dairy cows fed grape seed and grape marc meal extract
**Source:** BMC Genomics. 2017 Mar 23;18:253. doi: 10.1186/s12864-017-3638-1
**Supplement:** Supplementary file 2 — Predicted mRNAs of the highly conserved differentially regulated miRNAs including gene names, total and 8mer, 7mer and 6mer sites and cumulative weighted context++ score.

**Table S2 Predicted mRNAs of the highly conserved differentially regulated miRNAs including gene names, total and 8mer, 7mer and 6mer sites and cumulative weighted context++ score.**

**Predicted target mRNAs of mir-376c**

**Predicted target mRNAs of mir-2345**

**Predicted target mRNAs of mir-2403**

**Predicted target mRNAs of mir-2462**

**Predicted target mRNAs of mir-2359**

**Predicted target mRNAs of mir-2430**

**Predicted target mRNAs of mir-365**

# Supplementary material for: Analysis of hepatic transcript profile and plasma lipid profile in early lactating dairy cows fed grape seed and grape marc meal extract
**Source:** BMC Genomics. 2017 Mar 23;18:253. doi: 10.1186/s12864-017-3638-1
**Supplement:** Supplementary file 3 — Concentrations of various lipid species in plasma (μM) of cows fed grape seed and grape marc meal extract (GSGME) and control cows at 1 week postpartum.

**Table S3 Sphingomyelin (SM) species in plasma (µM) of cows fed grape seed and grape marc meal extract (GSGME) and control cows at 1 week postpartum**

n.d., not detected; SFA, saturated fatty acids; MUFA, monounsaturated fatty acids; PUFA, polyunsaturated fatty acids.

**Table S4 Phosphatidylcholine (PC) species (µM) of cows fed grape seed and grape marc meal extract (GSGME) and control cows at 1 week postpartum**

n.d., not detected; SFA, saturated fatty acids; MUFA, monounsaturated fatty acids; PUFA, polyunsaturated fatty acids.

**Table S5 Phosphatidylethanolamine (PE) species in plasma (µM) of cows fed grape seed and grape marc meal extract (GSGME) and control cows at 1 week postpartum**

n.d., not detected; SFA, saturated fatty acids; MUFA, monounsaturated fatty acids; PUFA, polyunsaturated fatty acids.

**Table S6 Phosphatidylethanolamine (PE) plasmalogen (P) species in plasma (µM) of cows fed grape seed and grape marc meal extract (GSGME) and control cows at 1 week postpartum**

n.d., not detected; SFA, saturated fatty acids; MUFA, monounsaturated fatty acids; PUFA, polyunsaturated fatty acids.

**Table S7 Phosphatidylinositol (PI) species in plasma (µM) of cows fed grape seed and grape marc meal extract (GSGME) and control cows at 1 week postpartum**

| PI species | Control | GSGME |
| --- | --- | --- |
| PI 32:2 | n.d. | n.d. |
| PI 32:1 | n.d. | n.d. |
| PI 32:0 | 0.05 ± 0.01 | 0.05 ± 0.01 |
| PI 33:1 | n.d. | n.d. |
| PI 33:0 | n.d. | n.d. |
| PI 34:3 | 0.02 ± 0.01 | 0.02 ± 0.01 |
| PI 34:2 | 0.15 ± 0.03 | 0.15 ± 0.04 |
| PI 34:1 | 0.43 ± 0.11 | 0.43 ± 0.14 |
| PI 35:2 | n.d. | n.d. |
| PI 35:1 | n.d. | n.d. |
| PI 35:0 | n.d. | n.d. |
| PI 36:4 | 0.16 ± 0.03 | 0.16 ± 0.05 |
| PI 36:3 | 0.34 ± 0.08 | 0.35 ± 0.11 |
| PI 36:2 | 1.36 ± 0.32 | 1.41 ± 0.54 |
| PI 36:1 | 1.59 ± 0.64 | 1.66 ± 0.63 |
| PI 36:0 | 0.02 ± 0.01 | 0.02 ± 0.02 |
| PI 38:6 | 0.03 ± 0.01 | 0.03 ± 0,01 |
| PI 38:5 | 0.46 ± 0.11 | 0.51 ± 0.18 |
| PI 38:4 | 2.85 ± 0.56 | 2.70 ± 0.70 |
| PI 38:3 | 1.55 ± 0.68 | 1.45 ± 0.56 |
| PI 38:2 | 0.19 ± 0.13 | 0.19 ± 0.80 |
| PI 40:7 | n.d. | n.d. |
| PI 40:6 | 0.08 ± 0.02 | 0.07 ± 0.02 |
| PI 40:5 | 0.28 ± 0.10 | 0.30 ± 0.10 |
| PI 40:4 | 0.09 ± 0.04 | 0.08 ± 0.03 |
| PI 40:3 | 0.01 ± 0.01 | 0.01 ± 0.01 |
| ∑ SFA | 0.07 ± 0.01 | 0.06 ± 0.02 |
| ∑ MUFA | 2.02 ± 0.74 | 2.08 ± 0.76 |
| ∑ PUFA | 7.57 ± 1.68 | 7.44 ± 2.18 |
| ∑ unsaturated | 9.59 ± 2.34 | 9.52 ± 2.88 |
| total | 9.65 ± 2.34 | 9.58 ± 2.89 |

n.d., not detected; SFA, saturated fatty acids; MUFA, monounsaturated fatty acids; PUFA, polyunsaturated fatty acids.

**Table S8 Lysophosphatidylcholine (LPC) species in plasma (µM) of cows fed grape seed and grape marc meal extract (GSGME) and control cows at 1 week postpartum**

| Species | Control | GSGME |
| --- | --- | --- |
| LPC 15:0 | 0.97 ± 0.49 | 1.20 ± 0.39 |
| LPC 16:1 | 0.70 ± 0.25 | 0.74 ± 0.21 |
| LPC 16:0 | 30.68 ± 7.49 | 31.20 ± 7.94 |
| LPC 18:3 | 0.93 ± 0.39 | 1.05 ± 0.38 |
| LPC 18:2 | 8.11 ± 2.75 | 8.86 ± 3.15 |
| LPC 18:1 | 8.65 ± 3.02 | 9.26 ± 2.59 |
| LPC 18:0 | 22.76 ± 6.55 | 23.52 ± 6.97 |
| LPC 20:5 | 0.24 ± 0.08 | 0.30 ± 0.11 |
| LPC 20:4 | 1.06 ± 0.30 | 1.12 ± 0.35 |
| LPC 20:3 | 0.78 ± 0.48 | 0.76 ± 0.31 |
| LPC 20:0 | 0.59 ± 0.18 | 0.75 ± 0.19 |
| LPC 22:6 | 0.19 ± 0.10 | 0.22 ± 0.07 |
| LPC 22:5 | 0.52 ± 0.19 | 0.68 ± 0.18 |
| LPC 22:4 | 0.27 ± 0.10 | 0.29 ± 0.09 |
| LPC 22:0 | 0.57 ± 0.17 | 0.69 ± 0.15 |
| ∑ SFA | 55.56 ± 13.94 | 57.36 ± 14.98 |
| ∑ MUFA | 9.35 ± 3.25 | 10.01 ± 2.78 |
| ∑ PUFA | 12.10 ± 4.05 | 13.28 ± 4.18 |
| ∑ unsaturated | 21.45 ± 7.23 | 23.29 ± 6.67 |
| total | 77.02 ± 20.22 | 80.65 ± 21.23 |

SFA, saturated fatty acids; MUFA, monounsaturated fatty acids; PUFA, polyunsaturated fatty acids.

**Table S9 Free cholesterol (FC) and cholesterol ester (CE) species in plasma (µM) of cows fed grape seed and grape marc meal extract (GSGME) and control cows at 1 week postpartum**

| Species | Control | GSGME |
| --- | --- | --- |
| FC | 411.19 ± 110.87 | 444.48 ±124.44 |
| CE 14:1 | n.d. | n.d. |
| CE 14:0 | 12.17 ± 5.94 | 11.88 ± 3.93 |
| CE 15:1 | n.d. | n.d. |
| CE 15:0 | 20.93 ± 12.34 | 21.93 ± 7.98 |
| CE 16:3 | n.d. | n.d. |
| CE 16:2 | n.d. | n.d. |
| CE 16:1 | 71.98 ± 27.35 | 70.31 ± 23.15 |
| CE 16:0 | 97.86 ± 22.31 | 93.66 ±21.87 |
| CE 17:1 | n.d. | n.d. |
| CE 18:4 | n.d. | n.d. |
| CE 18:3 | 454.57 ± 136.15 | 474.16 ± 140.12 |
| CE 18:2 | 2073.68 ± 411.04 | 2074.39 ± 541.84 |
| CE 18:1 | 132.76 ± 32.35 | 133.28 ± 35.27 |
| CE 18:0 | 3.16 ± 0.89 | 3.10 ± 0.90 |
| CE 19:2 | n.d. | n.d. |
| CE 19:1 | n.d. | n.d. |
| CE 19:0 | n.d. | n.d. |
| CE 20:5 | 63.16 ± 23.19 | 64.62 ± 29.2 |
| CE 20:4 | 105.76 ± 30.47 | 100.51 ± 28.25 |
| CE 20:3 | 22.69 ± 10.35 | 19.73 ± 7.03 |
| CE 20:2 | 1.15 ± 0.43 | 0.92 ± 0.21 |
| CE 20:1 | 0.54 ± 0.16 | 0.45 ± 0.13 |
| CE 20:0 | 0.90 ± 0.14 | 0.86 ± 0.08 |
| CE 22:6 | 3.98 ± 1.98 | 3.91 ± 1.58 |
| CE 22:5 | 3.58 ± 0.99 | 3.52 ± 1.03 |
| CE 22:4 | 1.24 ± 0.37 | 1.25 ± 0.30 |
| CE 22:3 | n.d. | n.d. |
| CE 22:2 | n.d. | n.d. |
| CE 22:1 | 0.25 ± 0.06 | 0.24 ± 0.07 |
| CE 24:7 | n.d. | n.d. |
| CE 24:6 | n.d. | n.d. |
| CE 24:5 | n.d. | n.d. |
| CE 24:4 | n.d. | n.d. |
| CE 24:3 | n.d. | n.d. |
| CE 24:2 | n.d. | n.d. |
| CE 24:1 | n.d. | n.d. |
| CE 24:0 | n.d. | n.d. |
| ∑ SFA | 135.02 ± 38.75 | 131.43 ± 32.40 |
| ∑ MUFA | 205.53 ± 56.96 | 204.28 ± 57.66 |
| ∑ PUFA | 2729.83 ± 574.72 | 2743.01 ± 714.92 |
| ∑ unsaturated | 2935.36 ± 627.24 | 2947.29 ± 765.14 |
| total | 3070.38 ± 663.03 | 3078.72 ± 794.26 |
| FC | 411.19 ± 110.87 | 444.48 ± 124.44 |

n.d., not detected; SFA, saturated fatty acids; MUFA, monounsaturated fatty acids; PUFA, polyunsaturated fatty acids.

How the deposited data were processed for this re-analysis (not part of the article)

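Liver biopsies of 12 early lactating dairy cows, 6 control and 6 fed GSGME, taken in week 1 postpartum, were measured on 1 Affymetrix Bovine Gene 1.0 ST array each. The authors computed cell intensities with the Affymetrix GeneChip Command Console and used RMA in the Affymetrix Expression Console for background correction, normalization and probe summary; versions are not given in the sources used here. The deposited values are log2 signals rounded to 2 decimals, for 26773 transcripts. Cows were assigned to groups from the sample labels and the paper, and cow numbers served as replicate names. The groups share no cow.

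Transcripts were named from the platform's annotation table, and gene IDs were looked up in a gene table of the bovine genome, in which 17996 transcripts matched and 0 symbols changed. A transcript with several symbols was not named. Array control probe sets could not be told from their IDs, so all 26773 transcripts were tested. Genes of Tables 1 to 4 and of the discussion were matched by symbol, by gene ID (LOC520181 to OR6Z3), by an older symbol (CASC5 to KNL1) or by a synonym (MIR365 to MIR365-1, CCL3L1 to CCL3). Of the 62 different genes of Tables 1 to 4, 52 were matched to 1 transcript. Their folds differed from the paper's by at most 0.0087, within the tolerance of 0.02, and the methods' t-test gave p-values within 0.002 of the paper's for all 52.

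Group differences are the GSGME mean minus the control mean on the log2 scale, and a negative fold is the negative inverse of the ratio, as in the paper. The main test was limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, at a fold beyond 1.3 and an unadjusted p under 0.05, with Benjamini-Hochberg adjustment over all transcripts. The methods' t-test (unpaired, equal variance) was an alternative. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the other steps.

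For 38 gene lists, 1 transcript per gene was taken, the one with the highest mean over the 12 arrays, and each cow's mean over the members was compared between groups with an exact permutation test, two-sided. The p-values were adjusted within 21 lists tied to the paper's claims, 9 lists of cell type markers, 2 lists of array classes (microRNA precursors and olfactory receptors) and 5 other lists, and 1 list holds the genes the study itself chose. Camera, with a preset correlation of 0.01 or an estimated one, and fry were alternatives. The lists, the main tests, the alternatives and the rule for named genes were written before the data were examined, with 1 exception. The pattern for histone genes was corrected after the annotation was read and before any test, to leave out H19 and to take current histone symbols. The list of predicted mir-376c targets comes from Table S2, which was held in full. Of the predicted targets of the other microRNAs, 2411 of the 2412 that the paper counts were held, and no test was run on them.

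Named were every gene of Tables 1 to 4 and of the discussion described as changed on the array, the 10 highest and 10 lowest folds past the criterion with a single symbol, and the 3 members of each list with the lowest limma p. These made 148 transcripts. The values of Tables 1 to 4 had been seen before. Genes outside the rule are marked as named after their values were seen.

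The limma step was tested on simulated data with the real means and spreads of 26773 independent transcripts in 6 arrays against 6, 200 of them changed. It found 19 of 50 transcripts changed 1.3-fold, 45 of 50 changed 1.5-fold, 49 of 50 changed 2-fold and 50 of 50 changed 3-fold past the criterion in the right direction. Of the unchanged transcripts, 360 passed the criterion in limma and 247 in the methods' t-test. The permutation step called 4.25% of 400 simulated lists with no shift.

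The alternatives were the methods' t-test, eBayes with trend and robust, only transcripts above the median transcript, other fold thresholds, cyclic loess between arrays, array weights, only transcripts with a single symbol, the median over the members, only members above the median transcript, regression on immune cell markers, a stricter target score and leaving out each cow in turn. Of 3 alternatives chosen after seeing the data, the first combines the methods' t-test with transcripts of a single symbol, the second counts microRNAs on transcripts with several symbols, and the third regresses out connective tissue markers. The paper's GO and KEGG enrichment, qPCR per cow, ELISA and lipid measurements were not analysed here.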

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

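The regression on immune cell markers was set before the data were examined, but what it would have to show was written after its result had been seen. The tests on connective tissue markers, on ER chaperone genes relative to hepatocyte markers, on transcripts as dim as the precursors and on the correlation between lists were chosen after the results they bear on had been seen. Within each group of 6 cows, the gap between the highest or lowest cow and its neighbour was divided by the range of the group and set against a limit of 0.625. This was passed by 6 of 76 groups of list means and by 18 of 296 groups of named genes, where chance alone gives about 3.8 and 14.8.

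Liver_control_1041 stood above the other control cows in genes of dividing cells. Its S phase mean was 6.51, against a median of 6.06 in the other 5 (gap ratio 0.838), and its centromere and kinetochore mean was 5.92 against 5.43 (0.696). KIF11 (0.684), KNL1 (0.642), SPC25 (0.664) and CENPE (0.684) had the same cow at the top. Liver_GSGME_821 stood above the other GSGME cows in stellate cell and fibroblast markers (0.683), T cell and NK cell markers (0.785), cholangiocyte markers (0.710), TIMP1 (0.819) and TEK (0.733).

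The higher cell cycle genes with GSGME were weighed against a different mixture of cells in the biopsies. The mean of 77 immune cell marker genes shifted by 0.06 (exact permutation test, p = 0.504). After regressing it out within groups, the shift of the G2/M list was 0.621, against 0.542 before (exact permutation p = 0.0173 and 0.0238). After regressing out the stellate cell and fibroblast markers it was 0.611 (exact permutation p = 0.0195). Adjusted over the lists, the exact permutation p was 0.0833 before, 0.121 without the immune and 0.114 without the connective tissue part, so that the list passed 0.05 in none of them. Neither regression lowered the shift, but neither can exclude more immune cells or more connective tissue. The immune mean pools T cell and NK cell, Kupffer cell and macrophage, B cell and plasma cell, and neutrophil lists. These shifted by 0.12, 0.10, 0.08 and -0.10. The stellate cell and fibroblast mean was highest in Liver_GSGME_821, at 7.607 against a median of 6.695 in the other GSGME cows. That cow also had the lowest G2/M mean of its group, 5.96. Both mixtures, a small number of dividing cells of any type, the diet, and differences between cows that the labels do not give stay open.

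For the lower ER chaperone genes, a smaller share of hepatocytes would lower the hepatocyte markers too, but these shifted by 0.056 the other way (exact permutation p = 0.0303, adjusted p = 0.273 among 9 cell type lists), and with cyclic loess by 0.02 (exact permutation p = 0.364). The ER chaperone list shifted by -0.257 relative to them (exact permutation p = 0.00866), and by -0.245 with cyclic loess (exact permutation p = 0.0130), so that a smaller share of hepatocytes is not the whole cause. It was also asked whether the cows with more cell cycle signal had less ER chaperone signal. Over 12 cows, centred within groups, Pearson's r was -0.267 (permutation p = 0.414) and Spearman's rho was -0.238 (permutation p = 0.477), and r was -0.01 (permutation p = 0.979) without the 2 cows farthest from the median, Liver_control_1041 and Liver_GSGME_1143. Whether both patterns are one state of the liver cannot be told from 12 cows. The diet stays among the open explanations.

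For the lower microRNA precursors, array background was weighed, since most of them are dim. Other transcripts as dim shifted by -0.014 (exact permutation p = 0.251), and the precursors shifted by -0.06 relative to them (exact permutation p = 0.00433). A shift common to transcripts as dim thus does not account for all of it. The olfactory receptors, which are dim too, shifted by -0.03 (exact permutation test, adjusted p = 0.348). The comparison was by signal alone, so it cannot exclude background particular to the probes of the precursors. Only 112 of the 528 lie above the median transcript. The diet stays open.

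The remaining single cows far from their group are given as values. The olfactory receptor mean of Liver_control_825 was 4.00 against a median of 3.86 in the other controls (0.625), the array with the lowest array weight in limma, 0.431. The same cow was lowest for CAPN2 (0.681) and highest for OR6Z3 (0.755). Liver_control_1017 was lowest for CXCR2 (0.711) and highest for CXCL14 (0.742). Liver_control_819 was lowest for ROBO4 (0.736) and Liver_control_1150 highest for CCNL1 (0.753). Liver_GSGME_1047 was lowest for SLC4A1 (0.702) and AHRR (0.633), Liver_GSGME_1124 for FLT1 (0.645) and Liver_GSGME_741 for MIR365-2 (0.712). Liver_GSGME_1001 was highest for CFTR (0.704) and AKR1B10 (0.786).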

How the results depend on the processing

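The alternatives chosen after seeing the data were the methods' t-test over transcripts with a single gene symbol, microRNAs on transcripts with several symbols, and regression on connective tissue markers. No paired analysis was possible because the groups share no cow and no cow number. The main counts at the study's criterion were 322 higher and 167 lower. They were 142 and 61 with only transcripts above the median transcript, 202 and 71 with only transcripts with a single gene symbol, 140 and 39 at a fold beyond 1.5, and 718 and 849 with no fold threshold. These settings test fewer transcripts or change the threshold itself. The methods' t-test gave 109 lower, and over single-symbol transcripts 139 higher and 47 lower. The latter counts differ only in leaving out transcripts with several symbols or none. The cause of the difference between limma and the t-test was not tested. Leaving out each cow in turn gave 271 to 468 higher, 139 to 289 lower, and 0 to 1 transcripts at an adjusted p under 0.05. The odds ratio of microRNAs among the lower transcripts was 3.21, and 2.26 to 5.08 with each cow left out. It stayed past the threshold except without Liver_GSGME_741. It was 7.04 with only transcripts with a single gene symbol (Fisher's exact p = 7.31e-07) and 6.27 with only transcripts above the median transcript (Fisher's exact p = 0.0144). Fisher's test takes transcripts as independent, so these p-values do not measure the spread between cows. Of the 21 lists tied to claims, 0 were called in the exact permutation test, and 6 had an unadjusted p under 0.05 in it. These 6 are not separate results, since lists among them share genes. KIF11 is a G2/M gene and a mitotic kinesin, and CENPA a G2/M and a centromere gene. XBP1 and HSPA5 are in the ER chaperone list and among the UPR genes induced after calving. Camera with an estimated correlation called 0 lists, fry 0 and camera with the preset correlation 9. With each cow left out, the exact permutation test called 0 to 6 (6 without Liver_control_1041). In camera with the preset correlation the adjusted p was 2.99e-26 for G2/M, 2.71e-23 for S phase, 5.68e-10 for mitotic kinesins, 9.64e-22 for centromere and kinetochore, 6.79e-05 for histone, 1.22e-08 for ER chaperone and ERAD, 0.00894 for negative acute phase, 3.00e-05 for NF-kB and 0.00116 for fatty acid oxidation and ketogenesis genes. That test sets the correlation between members near 0, and the estimated one was 0.504 for G2/M genes. With each cow left out the adjusted p was 0.0455 to 0.218 for G2/M, 0.0455 to 0.220 for S phase, and 0.0455 to 0.204 for mitotic kinesins, centromere and kinetochore, ER chaperone and ERAD genes and the UPR genes induced after calving. The microRNA precursors, adjusted over 2 lists only, had an adjusted p of 0.238 with only members above the median transcript and 0.128 in camera with an estimated correlation, and 0.00866 to 0.0433 with each cow left out. Lists near no shift changed sign, with these adjusted p. Under cyclic loess these were 0.965 for the PERK and ATF4 pathway and cholesterol synthesis, 0.980 for gluconeogenesis and interferon-stimulated genes, and 0.972 for erythroid, endothelial and cholangiocyte markers. With the median over the members they were 0.706 for phospholipid and sphingolipid genes, 0.838 for AHR targets and interferon-stimulated genes, 1.0 for Kupffer cell and macrophage markers and 0.967 for endothelial markers. With only members above the median transcript they were 1.0 for other kinesins, 0.811 for the PERK and ATF4 pathway, 0.874 for interferon-stimulated genes and 0.983 for erythroid markers. With immune cell markers regressed out the value was 0.675 for endothelial markers, and with connective tissue markers regressed out 0.961 for chemokines, 0.948 for cholesterol synthesis and 0.796 for endothelial markers. The camera value was 0.879 for p53 targets with the preset and 0.870 with the estimated correlation, and for NRF2 targets 0.191 and 0.640, with 0.842 in fry. The cause was not tested. With each cow left out the sign also changed for the PERK and ATF4 pathway (0.631 to 0.964), p53 targets (0.343 to 0.964), chemokines (0.545 to 0.977), fatty acid and triacylglycerol synthesis (0.462 to 0.994), cholesterol synthesis (0.648 to 0.964), phospholipid and sphingolipid genes (0.276 to 0.947), gluconeogenesis genes, NRF2 targets and AHR targets (0.731 to 0.974 each), interferon-stimulated genes (0.853 to 0.974), erythroid markers (0.538 to 0.978) and endothelial and stellate cell and fibroblast markers (0.707 to 0.978 each). Among named genes, the log2 difference of TIMP1 was 0.52, and -0.019 to 0.667 with each cow left out (negative without Liver_GSGME_821), and that of DNAJB1 was -0.05, and -0.111 to 0.051. With only transcripts above the median transcript, fewer members of a list are tested: 7 G2/M, 5 S phase, 2 centromere and kinetochore genes and 1 mitotic kinesin were then higher at the criterion. Of 148 named transcripts 81 passed the criterion, of which 72 did so in the methods' t-test and 75 under cyclic loess. Signal over background limits the dim transcripts: 110 of the 167 lower and 186 of the 322 higher ones lay below the median transcript.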

Differences from the paper's values

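The paper reports 207 transcripts past the criterion in a t-test, 156 higher and 51 lower, where limma, another test, gave 489, 322 and 167. The methods' t-test over all transcripts gave 335, 226 and 109. For the 52 matched genes of Tables 1 to 4 the folds and t-test p-values lay within 0.02 and 0.002 of the paper's. For these genes neither the values nor the t-test explain the gap in counts. The paper's numbers of transcripts other than microRNAs past the criterion are 155 higher and 43 lower, and limma gave 321 and 157. Of the alternatives set before the data were examined, 203 transcripts in both directions with only those above the median transcript, 273 with only those with a single gene symbol and 179 at a fold beyond 1.5, another threshold than the paper's, lay within 1.5 times the paper's number. For the higher transcripts the same 3 settings, with 142, 202 and 140, and the methods' t-test, with 226, lay within it, and for the lower ones the same 3 settings, with 61, 71 and 39. For transcripts other than microRNAs, the higher ones did so in the methods' t-test (225), above the median transcript (142), with a single symbol (201) and at a fold beyond 1.5 (140), and the lower ones above the median transcript (58), with a single symbol (59) and at a fold beyond 1.5 (36). All other alternatives set before the data were examined lay further from the paper's numbers. The methods' t-test over transcripts with a single symbol, a setting chosen after seeing the values that drops 10 of the 62 genes of Tables 1 to 4, gave 139 higher and 47 lower, 186 in all.

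The paper states that DNAJB1 was lower with GSGME. The transcript named DNAJB1 had a log2 difference of -0.05 (standard error 0.14) and did not pass the criterion, while DNAJB11, which the paper also names, had a fold of -1.38 and passed. The paper states that CCL3L1 was lower. The transcript named CCL3, matched only through a synonym, had a log2 difference of 0.23 (standard error 0.11), while CXCL14, the other chemokine the paper names, was lower with a fold of -1.31. Table 1 does not list CDK1, whose fold of 2.71 passed the criterion in limma and in the methods' t-test and exceeds those of the 20 genes of Table 1 that were matched (1.90 to 2.63). MKI67, NCAPG and ANLN, looked up after their values were seen, passed in both tests with folds of 2.30, 2.27 and 2.13 and are not in that table either. The 20 matched genes all passed in limma.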

Other observations

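The tests of other groupings of the cows were written down after their results had been seen. Markers of most other liver cell types did not pass the study's criterion. Of 26 T cell and NK cell markers, 2 were higher with GSGME: CD96, a receptor of these cells, at 1.37-fold, and CD3D, a part of the T cell receptor complex, at 1.35-fold. CD3D did not pass in the methods' t-test or without any one of Liver_control_819, Liver_control_1041, Liver_control_1150, Liver_GSGME_821, Liver_GSGME_1047 and Liver_GSGME_1124. Their list shifted by 0.12 (exact permutation test, adjusted p = 0.597), with 6 of 6 GSGME cows above the control mean, and 1 was higher when adjusted over the list alone. Of 17 B cell and plasma cell markers 1 was higher, JCHAIN at 1.58-fold, and of 18 Kupffer cell and macrophage markers 1 was higher, LYZ at 1.72-fold. Of the Kupffer cell and macrophage markers, 2 were higher without Liver_GSGME_1143 and 1 was lower without Liver_control_1150. JCHAIN did not pass without Liver_control_1150 or Liver_GSGME_821. LYZ did not pass in the methods' t-test, with trend and robust eBayes, with array weights or without any one of Liver_control_1017, Liver_control_825, Liver_control_1041, Liver_control_1150, Liver_GSGME_821, Liver_GSGME_741 and Liver_GSGME_1047. These lists shifted by 0.08 and 0.10 (exact permutation test, adjusted p = 0.597 and 0.889). The neutrophil, erythroid, endothelial, stellate cell and fibroblast, and cholangiocyte lists shifted by -0.10, -0.03, 0.01, 0.11 and -0.03, where the erythroid, endothelial and cholangiocyte shifts changed sign with cyclic loess between arrays and the median of the endothelial markers' log2 differences was -0.01, with adjusted p of 0.889, 0.889, 0.944, 0.889 and 0.889 in the exact permutation test, and no member passed the criterion, except 1 stellate cell and fibroblast marker without Liver_control_819. The stellate cell and fibroblast shift turned to -0.04 without Liver_GSGME_821, and the sign changed for the erythroid list without Liver_GSGME_1047 and for the endothelial list without any one of Liver_control_825, Liver_control_1041, Liver_control_1150, Liver_GSGME_821 and Liver_GSGME_741.

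Of 23 hepatocyte markers none passed the criterion, and the list shifted by 0.06, with 5 of 6 GSGME cows above the control mean (exact permutation test, adjusted p = 0.273). HPD, an enzyme of tyrosine breakdown, had a log2 signal of 12.10 ± 0.08 (SD, n = 6) in control and 12.26 ± 0.05 (SD, n = 6) in GSGME cows. Growth hormone and IGF axis genes shifted by 0.13 (exact permutation test, adjusted p = 0.422), with 6 of 6 GSGME cows above the control mean. Gluconeogenesis genes, NRF2 targets, AHR targets and interferon-stimulated genes shifted by 0.02, -0.02, 0.02 and -0.01, where the first and the last changed sign with cyclic loess and the medians of the members' log2 differences were 0.04 for NRF2 targets and 0.01 for interferon-stimulated genes, each list with an adjusted p of 0.963 in the exact permutation test. The sign also changed for gluconeogenesis without Liver_control_825, Liver_control_1041, Liver_GSGME_1047 or Liver_GSGME_1001, for NRF2 targets without Liver_control_819, Liver_control_1041 or Liver_GSGME_1143, for AHR targets without Liver_control_1017 and for interferon-stimulated genes without Liver_control_819, Liver_control_1031, Liver_GSGME_1047 or Liver_GSGME_1001. In these 5 lists the only member past the criterion was AKR1B10, among the NRF2 targets, which did not pass in the methods' t-test or without any one of Liver_control_819, Liver_control_825, Liver_control_1031, Liver_GSGME_821, Liver_GSGME_1047, Liver_GSGME_1143 and Liver_GSGME_1124. With 1 cow left out, members of these lists passed as follows. Without Liver_control_1150, 2 gluconeogenesis genes were higher, without Liver_GSGME_1124 1 was higher and without Liver_control_819 1 was lower. Growth hormone and IGF axis genes had 2 higher without Liver_control_1041 and 1 without Liver_control_1031 or Liver_GSGME_1047. Without Liver_control_1041 1 NRF2 target was higher, and without Liver_GSGME_821 1 interferon-stimulated gene was lower. The 710 olfactory receptors shifted by -0.03 (exact permutation test, adjusted p = 0.348), with 5 higher and 5 lower at the criterion, which became 11 and 14 without Liver_control_819, 10 higher without Liver_GSGME_1047, 3 higher without Liver_GSGME_741, 3 lower without Liver_control_825, 9 lower without Liver_control_1041, and 8 and 8 without Liver_GSGME_821. Without Liver_GSGME_1001 8 were lower. FGF21, a hepatokine that the paper discusses from an earlier study, had a log2 difference of -0.28 (standard error 0.30). HP, the gene of haptoglobin, had a log2 difference of -0.62 (standard error 0.49).

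Chance cannot be excluded for the number of transcripts past the criterion. Among 100 splits of the 12 cows into 6 and 6, drawn at random with the real one included, 14, the real one included, gave as many transcripts as the real 489 in limma, and the highest of the others gave 753. In the methods' t-test 13 splits, the real one included, gave as many as the real 335, and the highest of the others gave 601. At an adjusted p under 0.05 the real split gave 0 and the others up to 2 transcripts in each test.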
